# Bortezomib treatment induces a higher mortality rate in lupus model mice with a higher disease activity

**DOI:** 10.1186/s13075-017-1397-7

**Published:** 2017-08-11

**Authors:** Tomoko Ikeda, Hiroshi Fujii, Masato Nose, Yukiko Kamogawa, Tsuyoshi Shirai, Yuko Shirota, Tomonori Ishii, Hideo Harigae

**Keywords:** Systemic lupus erythematosus, Proteasome inhibitor, Model animal

## Abstract

**Background:**

Bortezomib (Bz) is a proteasome inhibitor that directly targets antibody-producing plasma cells. We recently reported the first randomized control trial that evaluated the effects of Bz in patients with systemic lupus erythematosus (SLE). In that study, we demonstrated that Bz treatment is associated with many adverse reactions in patients with refractory disease. In the present study, we examine the therapeutic and toxic effects of Bz on MRL/MpJ-*lpr/lpr* (MRL/lpr) mice with severe disease activity.

**Methods:**

Female MRL/lpr mice at 10 and 14 weeks of age were treated with phosphate buffered saline (PBS) (*n* = 19), Bz (750 μg/kg twice weekly) (*n* = 27), or cyclophosphamide (Cyc) (1 mg/body, once in 2 weeks) (*n* = 20). Cellular subsets, serum immunoglobulin, anti-double-stranded DNA (anti-dsDNA) antibody titer, and a pathological index of glomerulonephritis were then analyzed at 22 weeks of age. Survival curves of the 10-week-old and 14-week-old Bz-treated groups were compared. Blood counts, creatinine, liver enzymes, and serum cytokine levels were measured 1 week after Bz treatment. Gene expression profiling of spleens from Bz and Cyc treatment mice were compared with those from control mice.

**Results:**

The anti-dsDNA antibody levels were significantly higher in 14-week-old than in 10-week-old mice, indicating a higher disease activity at 14 weeks. A significant decrease in the number of splenic cells and glomerulonephritis index was observed in Bz-treated and Cyc-treated mice. Bz, but not Cyc, significantly decreased serum immunoglobulin and anti-dsDNA antibody titer levels. Survival curve analysis revealed a significantly higher mortality rate in 14-week-old than in 10-week-old Bz-treated and control groups. Following two injections of Bz, serum IL-6 and TNF-α levels were significantly more elevated in 14-week-old than in 10-week-old mice. Potentially immunogenic molecules, such as heat shock proteins, were characteristically upregulated in spleens of Bz-treated but not Cyc-treated mice.

**Conclusions:**

In spite of its therapeutic effect, Bz treatment had more toxic effects associated with increased proinflammatory cytokine levels in mice with a higher disease activity. Understanding the mechanism of the toxicity and developing preventive strategies against it is important for the safe clinical application of Bz in human SLE.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13075-017-1397-7) contains supplementary material, which is available to authorized users.

## Background

In systemic lupus erythematosus (SLE), autoreactive antibodies, such as anti-dsDNA antibodies, are considered to trigger tissue inflammation [1]. One therapeutic approach is to diminish the production of pathogenic antibodies. Toward this goal, several experimental therapeutic strategies have targeted molecules involved in pathways that control B-cell activation into plasma cells [2, 3]. It is noteworthy that some SLE patients are refractory to conventional therapies, and thus require high doses of steroids, which are associated with many side effects.

Bortezomib (Bz) is a proteasome inhibitor that enhances the accumulation of unfolded proteins with the induction of ER stress, leading to apoptotic cell death [4]. Plasma cells that synthesize high levels of immunoglobulins have relatively high sensitivity to Bz [5], which partly explains the clinical success of Bz in treating multiple myeloma [6]. Bz has been reported to inhibit the production of anti-dsDNA antibody and improve glomerulonephritis, proteinuria, and survival of lupus model mice, such as NZB/W [7–12] and MRL/lpr [7, 13, 14] mice. Recently, Bz treatment has been reported to be effective in treating human SLE [15, 16]. Our group was the first to report a randomized control study on the effects of Bz in patients with active lupus [17]. In that study, all patients with Bz treatment developed fever within 1 week of Bz administration. In order to safely use Bz to treat patients with refractory SLE, we need to clarify its mechanisms of toxicity in order to devise preventive strategies to mitigate its adverse effects.

MRL/lpr mice bearing *Fas* mutation on the MRL background spontaneously develop pathological lesions, such as glomerulonephritis, systemic vasculitis, arthritis, and sialoadenitis, as well as splenomegaly and lymphadenopathy [18]. Glomerulonephritis is characterized by endocapillary proliferative and wire loop lesions, which resemble lupus nephritis. MRL/lpr mice also have deposition of immunoglobulins in tissue lesions, especially in glomeruli, associated with serological abnormalities, such as increased anti-dsDNA antibodies and anti-Sm antibodies [19], rheumatoid factor [20], IgG3 [21], and skewed Th1 cytokine levels [22, 23]. Because the inoculation of hybridoma clones generated from splenic B cells from MRL/lpr mice into SCID mice could induce various glomerular lesions involving a endocapillary proliferative and a wire loop type [24–27], MRL/lpr mice are considered suitable models for antibody-mediated diseases and thus have been used to elucidate the efficacy of various drugs for SLE [28–32].

In the present study, we demonstrated that immunological activity was higher in 14-week-old than 10-week-old MRL/lpr mice, that Bz treatment was associated with a higher mortality rate in 14-week-old than in 10-week-old MRL/lpr mice, and that, in spite of its therapeutic effects on antibody production, Bz treatment causes significantly elevated serum levels of IL-6 and TNF-α in 14-week-old MRL/lpr mice.

## Methods

### Mice and drug administration

Eight-week-old female MRL/lpr mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA). The mice were housed and maintained in the animal facilities of Tohoku University School of Medicine. Bz was purchased from Santa Cruz (Dallas, TX, USA) and prepared at a concentration of 10 mg/ml. Cyclophosphamide (Cyc) was purchased from Sigma-Aldrich (St. Louis, MO, USA) and prepared at a concentration of 5 mg/ml. We injected the mice subcutaneously with Bz (750 μg/kg body) twice weekly or intraperitoneally with Cyc (1 mg/body = 30–35 mg/kg) once in 2 weeks at the ages indicated. Control mice were injected subcutaneously or intraperitoneally with the same volume of phosphate buffered saline (PBS) instead of Bz and Cyc, respectively. The mice were euthanized by cervical dislocation at the specified ages, and samples were analyzed for immunological activities and to assess the effects and toxicities of drugs. The study protocols were reviewed by the Institutional Laboratory Animal Care and Use Committee of Tohoku University, and finally approved by the President of University.

### Flow cytometry

Bone marrow, spleen, and axillary lymph nodes were minced in Hank’s balanced solution and filtered through a 70-μm cell strainer (Falcon, Tewksbury, MA, USA) to prepare single-cell suspensions. After red blood cell (RBC) lysis with 1× RBC lysis buffer (eBioscience, San Diego, CA, USA), the cells were first stained with the following antibodies for 20 min on ice: PE-anti-Thy1.2 (clone 53-2.1; BD Biosciences, San Jose, CA, USA), PerCP-Cy5.5-anti-CD4 (clone RM4-5; BD Biosciences), APC-anti-CD138 (clone 281-2; BD Biosciences), PE-Cy7-anti-CD8 (clone 53-6.7; BD Biosciences), APC-Cy7-anti-CD19 (clone 6D5; BD Biosciences), and ViroGreen-anti-B220 (clone RA3-6B2; Miltenyi, Teterow, Germany). After washing with PBS containing 1% bovine serum albumin (BSA; Sigma-Aldrich), the cells were fixed with Cytofix/Cytoperm Fixation (BD Biosciences) and permeated with permeabilization solution (BD Biosciences). Second, the cells were stained intracellularly with Horizon450-anti-IgL-κ antibody for 30 min. Flow cytometric analysis was performed using FACSCanto II with FACS Diva (BD Biosciences). Acquired data were analyzed with FlowJo software (Tree Star Inc., Ashland, OR, USA). Absolute cell numbers were calculated based on the frequency of the cell population and the total cell number of each organ. Each cell population was defined as follows: B cells as CD19^+^, plasma cells as CD138^+^IgL-κ^+^, CD4 T cells as CD4^+^CD8^–^Thy1.2^+^, CD8 T cells as CD4^–^CD8^+^Thy1.2^+^, and lpr T cells as CD4^–^CD8^–^Th1.2^+^B220^+^.

### Serum immunoglobulin subclasses and anti-dsDNA antibody titer

For the study, 96-well ELISA plates (Costar, Corning, NY, USA) were coated overnight with goat anti-mouse Ig antibody (SouthernBiotech, Birmingham, AL, USA) or with calf thymus DNA (20 μg/ml) treated with S1 nuclease (Sigma). After washing three times with PBS containing 0.1% Tween 20, ELISA plates were blocked with 100 μl of Syn Block (ImmunoChemistry, Bloomington, MN, USA) for 2 h at room temperature. Mouse serum diluted with PBS containing 1% BSA and 0.1% Tween 20 was added to the plates at 50 μl/well and incubated for 1.5 h at room temperature. After washing three times, each immunoglobulin-specific or anti-dsDNA antibody-specific antibody was detected with horseradish peroxidase-anti-mouse IgG1, IgG2a, IgG2b, IgG3, IgM (Abcam, Cambridge, UK), or IgG (Rockland, Limerick, PA, USA) antibody and TMB liquid (Sigma). The plates were analyzed with ELISA plate reader iMARK (Bio-Rad, CA, USA). Optical densities for anti-dsDNA antibody were converted to arbitrary units based on the reference serum of 38-week-old MRL/lpr mice. Optical densities for each immunoglobulin subclass were converted to milligrams per deciliter based on the reference mouse serum with known concentrations of each immunoglobulin (Bethyl, Montgomery, TX, USA).

### Histopathological analysis of glomerulonephritis

Kidney samples obtained from the mice were fixed with 10% formalin and embedded in paraffin. The samples were stained with hematoxylin and eosin. Histopathological examinations for glomerulonephritis are described elsewhere [33]. The following criteria were used for grading each glomerulus: grade 0, no recognizable lesion in a glomerulus; grade 1, mild cell proliferation and/or cell infiltration; grade 2, the same as grade 1 with mesangial proliferation, lobulation, and hyaline droplet; and grade 3, the same as grade 2 with crescent and granuloma formation and/or hyalinosis. The reader, who was blinded to whether the specimens were from control or drug-treated mice, obtained 20 glomeruli from one mouse. The glomerulonephritis index of an individual mouse was expressed as the mean of the grading of 20 glomeruli. For immunofluorescence, kidneys were snap-frozen in OCT compound (Sakura Finetek, USA) before sectioning. Cryostat sections were stained with FITC-goat anti mouse IgG antibody and observed on a BZ-8000 T fluorescent microscope (Keyence, Tokyo, Japan).

### Complete blood count and serum biochemical analysis

Complete blood count was performed using Microsemi LC-662 (Horiba-seisakusho, Tokushma, Japan). Serum creatinine (Cr), aspartate aminotransferase (AST), alanine aminotransferase (ALT), uric acid, calcium, and phosphate levels were quantified using standard laboratory methods (Nagahama Life Science Laboratory, Shiga, Japan).

### Cytokines

Serum concentrations of IFN-γ, IL-6, and TNF-α were measured with a cytokine Cytometric Beads Array (BD Biosciences) following the manufacturer’s instruction. The concentration of each cytokine was calculated with FCAP Array Version 3.0 (BD Biosciences).

### Microarray

Fourteen-week-old MRL/lpr mice were injected with Bz (750 μg/kg subcutaneously), Cyc (1 mg/body intraperitoneally), or PBS. The mice were sacrificed, and the spleens were removed 6 h after injecting the drugs. RNA was extracted from the spleen samples using RNAiso Plus (TaKaRa Biotech, Shiga, Japan) and cleaned up with the RNeasy MiniElute Cleanup kit (QIAGEN) according to the manufacturer’s instructions. Cyanine-3-labeled cRNA was prepared from 0.1 μg total RNA using the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) and hybridized to a SurePrint G3 Mouse GE 8 × 60 K Microarray (Agilent Technologies) according to the manufacturer’s instructions. Gene expression profiling of Bz-treated and Cyc-treated mice were compared with control mice using Gene Spring software (Agilent Technologies). Genes that significantly increased (>2-fold) or decreased (<0.5-fold) in expression were considered for analysis. The genes with significantly changed expressions were studied with Ingenuity Pathway Analysis (IPA) for canonical pathways.

### In-vitro induction of *HSPA1A* and *HSPB1*

Cell suspensions were prepared from axillary lymph nodes harvested from 10-week-old and 14-week-old female MRL/lpr mice. Lymph node cells were seeded in 24-well plates at a density of 1.0 × 10^6^/well. The cells were then treated with Bz (100 μM) and staurosporine (100 μM) (Sigma) in RPMI 1640 (Cellgro) supplemented with 10% FCS, penicillin (100 IU/ml), and streptomycin (100 μg/ml). After 6 hours of incubation, total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA) and cDNA was synthesized using the ReverTra Ace qPCR RT Kit (Toyobo, Tokyo, Japan). PCR was performed with 5 μl of cDNA sample and 15 μl of PCR solution from the Quantifect SYBR Green PCR Kit (QIAGEN), containing 200 nM of sense and anti-sense primers, respectively. The primer sequences were as follows: *GAPDH*: sense 5′-TGCCCCCATGTTTGTGATG-3′ and anti-sense 5′-TGTGGTCATGAGCCCTTCC-3′; *HSPA1A1* (HSP70): sense 5′-TGTTCGAGGGCATCGACTTCT-3′ and anti-sense 5′-TGATGCTCTTGTTCAGGTCGC-3′; and *HSPB1* (HSP27): sense 5′-CACTGGCAAGCACGAAGAAAG-3′ and anti-sense 5′-GGCCTCGAAAGTAACCGGAAT-3′.

Using a CFX96 Real-Time Detection System (BioRad, Hercules, CA, USA), PCR mixtures were incubated for 15 min at 95 °C, and then amplified for 40 cycles for 10 sec at 95 °C, 30 sec at 60 °C, and 30 sec at 72 °C. Gene copy numbers were calculated by comparing Ct values of each sample with a standard curve, which was generated by amplifying serially diluted plasmid samples containing the relevant sequences.

### Statistical analysis

For calculation of statistical significance, the paired Student’s *t* test, nonparametric Mann–Whitney test, or one-way ANOVA analyses with Turkey post-hoc test was used as indicated. Statistical analysis was performed with Graphpad Prism 7 software. *p* < 0.05 was considered statistically significant. Results were depicted as median with quartile range or mean value ± SEM, as indicated.

## Results

### Comparison of 10-week-old and 14-week-old MRL/lpr mice

We tried to examine the effects of Bz on MRL/lpr mice with higher disease activity. First, to determine the age at which the mice developed early or advanced stage disease, we compared the disease activity of MRL/lpr mice at 10 and 14 weeks of age. As shown in Fig. 1a, the spleens and lymph nodes of 14-week-old mice were heavier than those of the 10-week-old mice. Flow cytometric analysis revealed significantly more B cells, plasma cells, CD4 T cells, CD8 T cells, and lpr T cells in the spleens, lymph nodes, and bone marrow of 14-week-old than 10-week-old mice. However, the lymph node plasma cells were identical (Fig. 1b). Among these cell populations, lpr T cells showed remarkable accumulation into spleens (14.5-fold) and lymph nodes (92.6-fold) of 14-week-old compared with 10-week-old mice. Serological analysis revealed that serum levels of IgG1, IgG2a, IgG3, and anti-dsDNA antibody were significantly higher in the 14-week-old than in the 10-week-old mice. IgG2b and IgM were, however, not significantly different between the groups (Fig. 1c). In contrast to serological and cytological analysis, a pathological index for glomerulonephritis and proteinuria were not significantly different between the 10-week-old and 14-week-old mice (Fig. 1d). These data suggest that MRL/lpr mice at 14 weeks of age showed more immunological activity than those at 10 weeks of age.

**Fig. 1:**
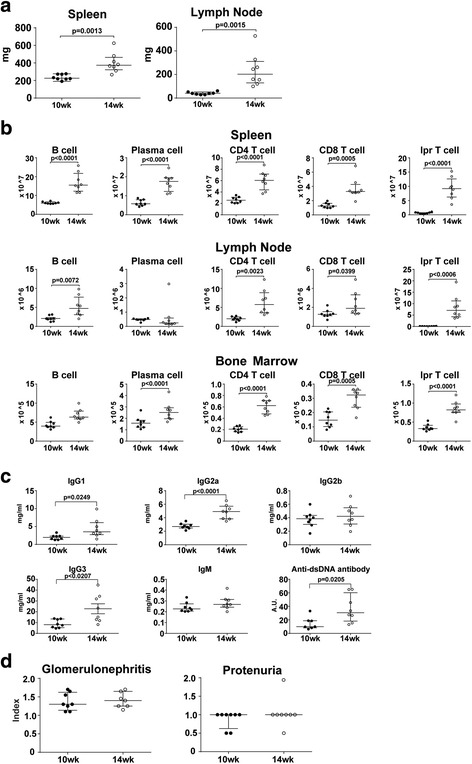
Immunological profiles of MRL/lpr mice at 10 and 14 weeks of age. After the mice were sacrificed, the spleens, axillary lymph nodes, femurs, and kidneys were removed and analyzed. **a** Weight of spleen and axillary lymph nodes. **b** Number of cellular subsets of spleen, axillary lymph nodes, and bone marrow from one femur. **c** Serum concentration of immunoglobulin subsets and anti-dsDNA antibody titer. **d** Histopathological analysis of glomerulonephritis at 10 and 14 weeks of age. Values expressed as median with quartile range. Statistical analysis performed using the nonparametric Mann–Whitney test

### Therapeutic effect of Bz on 14-week-old MRL/lpr mice

To examine the therapeutic effect of Bz on serologically active mice, we compared 22-week-old MRL/lpr mice treated with Bz and Cyc from 14 weeks of age, at 2 days after the last injection of Bz and Cyc. Both Bz and Cyc treatments significantly reduced the splenomegaly and lymphadenopathy in MRL/lpr mice compared with the control mice (Fig. 2a). In spleens, the frequencies of plasma cells were decreased in Bz-treated mice and the frequencies of lpr T cells among Thy1.2^+^ T cells were reduced in both Bz-treated and Cyc-treated mice (Fig. 2b). Bz significantly decreased the number of B cells, plasma cells, CD4 T cells, CD8 T cells, and lpr T cells in MRL/lpr mice compared with the control mice (Fig. 2c). Among these cell subsets, plasma cells and lpr T cells were drastically reduced by Bz treatment (4.24% and 9.25% of control, respectively). Cyc also more significantly decreased the number of lpr T cells in MRL/lpr mice than in control mice (Fig. 2c). These results indicate that plasma cells and lpr T cells have higher sensitivities to Bz treatment than the other cellular subsets. Serum levels of Ig subclasses and anti-dsDNA antibody were markedly reduced by Bz treatment. On the other hand, Cyc treatment showed changes in the serological level of anti-dsDNA antibody and Ig subclasses in a variable manner but did not induce a significant decrease in either of them (Fig. 3a). Bz and Cyc treatment markedly decreased cellular invasion in or around the glomeruli and diminished the glomerular deposition of immunoglobulins (Fig. 3b). These findings were associated with improved histopathological indexes of glomerulonephritis (Fig. 3c). Taken together, administration of Bz to 14-week-old MRL/lpr mice attenuated the serological and pathological disease activity at 22 weeks of age. Although Bz treatment for 14-week-old mice (*n* = 27) suppressed their immunological activity, 11 mice unexpectedly died within 22 weeks of age.

**Fig. 2:**
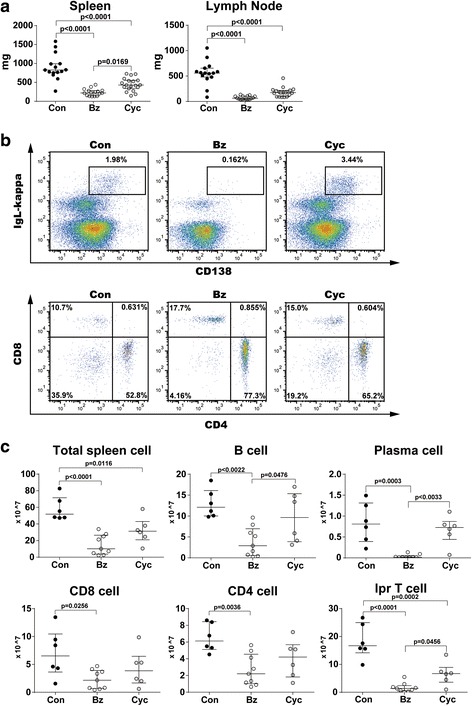
Therapeutic effects of Bz and Cyc on cellular subsets of 14-week-old and 22-week-old MRL/lpr mice. MRL/lpr mice aged 14 weeks were injected subcutaneously with Bz (750 μg/kg, twice weekly) or intraperitoneally with Cyc (1 mg/body weight, once in 2 weeks). At 22 weeks of age, mice were sacrificed and analyzed. **a** Weight of spleens and axillary lymph nodes. **b** Representative data for flow-cytometric analysis of splenic plasma cells (IgL-κ^+^CD138^+^) and T-cell subsets among Thy1.2^+^ T cells in Bz-treated or Cyc-treated mice. **c** Absolute numbers of each cellular subset in spleens. Values expressed as median with quartile range. Statistical analysis performed using one-way ANOVA analyses with Turkey post-hoc test. *Bz* bortezomib, *Con* control, *Cyc* cyclophosphamide

**Fig. 3:**
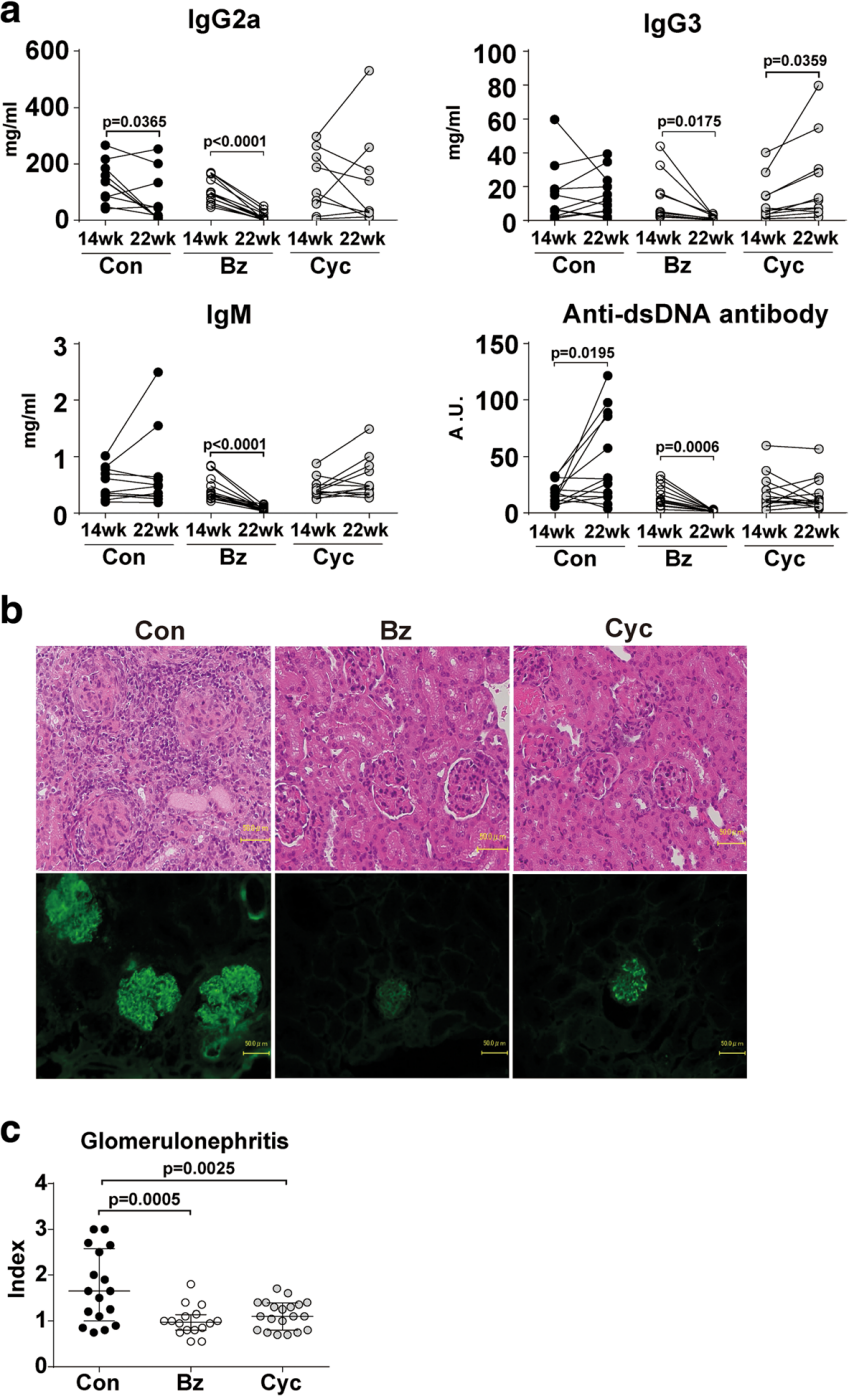
Therapeutic effects of Bz and Cyc on serum and renal histopathology of 14-week-old and 22-week-old MRL/lpr mice. **a** Change of serum immunoglobulin subclasses and titer of anti-dsDNA antibody after Bz or Cyc treatment. **b** Representative histopathology of glomerulonephritis: (*upper panel*) hematoxylin–eosin staining (×100) and (*lower panel*) immunofluorescent analysis of glomerular lesions stained with FITC-anti IgG antibody. Cellular infiltrates and glomerular deposition of IgG were reduced in Bz-treated and Cyc-treated mice compared with controls. **c** Histopathological analysis of glomerulonephritis after Bz or Cyc treatment. Values expressed as median with quartile range. Statistical analysis performed using paired *t* test (**a**) and one-way ANOVA analyses with Turkey post-hoc test (**c**). In the control group, 19 mice aged 14 weeks were treated and 17 of them survived at 22 weeks of age (two mice died). In the Bz group, 27 mice aged 14 weeks were treated but only 16 mice survived at 22 weeks of age (11 mice died). However, in the Cyc group, 20 mice aged 14 weeks were treated and all survived at 22 weeks of age (no mice died). *anti-dsDNA* anti-double-stranded DNA, *A.U.* arbitrary units, *Bz* bortezomib, *Con* control, *Cyc* cyclophosphamide

### Survival curve

Next, to examine whether the lethal toxic effects of Bz depend on the disease activity, we compared the survival curve of mice treated with Bz from 10 weeks or 14 weeks of age. Within 4 weeks after the initiation of Bz treatment, 33% of the mice died (Fig. 4a). Kaplan–Meier survival curve analysis revealed that Bz treatment from 14 weeks old significantly decreased the survival rate of mice, compared with control, Bz treatment from 10 weeks old, and Cyc treatment from 14 weeks old. In spite of the therapeutic effects shown in Figs. 2 and 3, Bz treatment exerted lethal toxic effects on immunologically active mice and not on less active younger mice. The mice survival rate, after discontinuing Bz treatment (14wkBz → PBS), significantly improved (Fig. 4a) even comparable with control mice, although anti-dsDNA antibody levels increased again after the discontinuation of Bz treatment at 18 weeks of age (Fig. 4b).

**Fig. 4:**
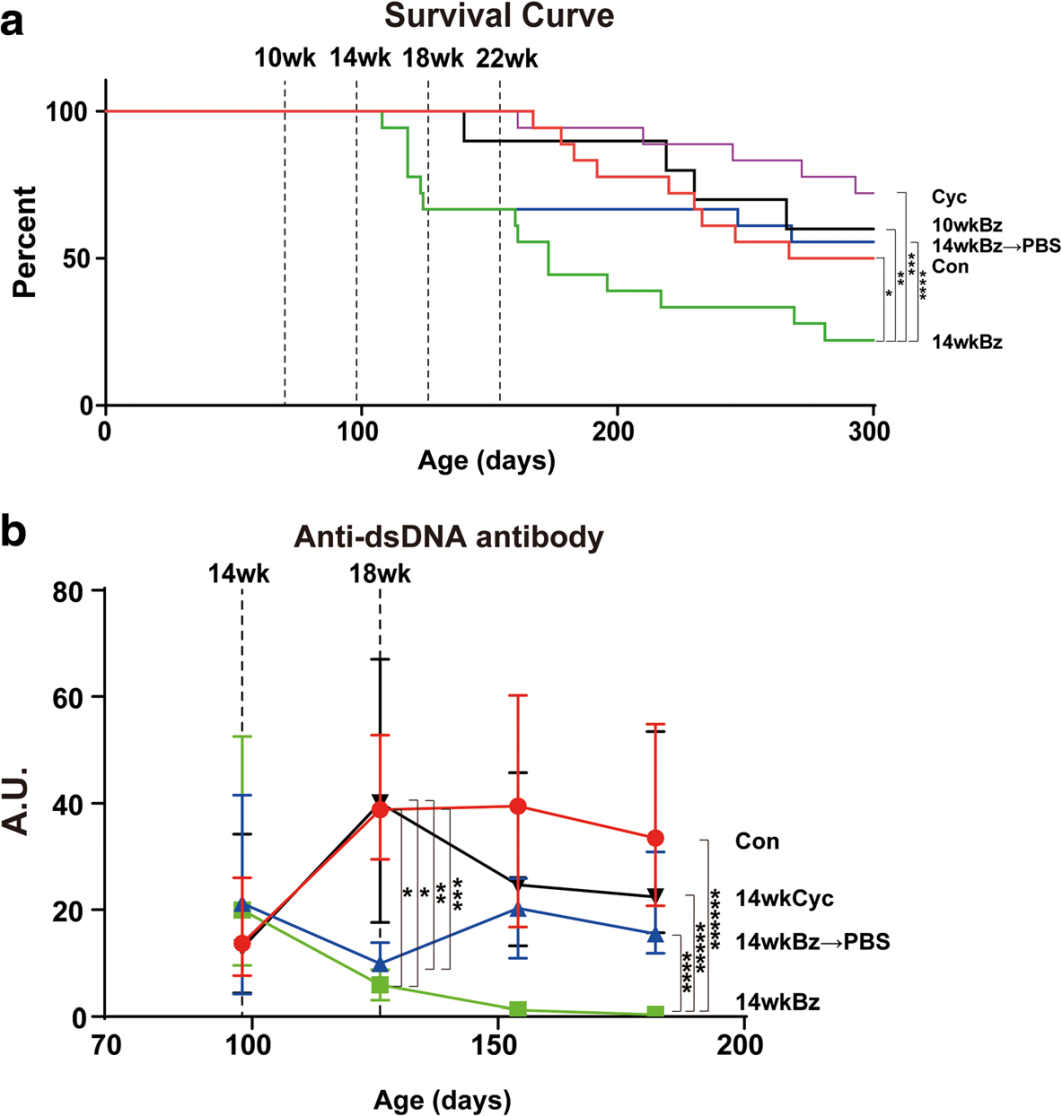
Kaplan–Meier survival analyses of MRL/lpr mice and anti-dsDNA antibody titer as a function of age. **a** Kaplan–Meier survival curve. Experimental groups of mice treated with Bz or Cyc: control (*Con*, *red*) (*n* = 18), injected with vehicle beginning at 10 weeks of age; *10wkBz* (*black*) (*n* = 10), injected with Bz twice in a week beginning at 10 weeks of age; *14wkBz* (*green*) (*n* = 18), injected with Bz twice a week beginning at 14 weeks of age; *14wkBz → PBS* (*blue*) (*n* = 18), injected with Bz twice a week beginning at 14 weeks until 18 weeks of age, PBS then injected from 19 weeks onward; *Cyc* (*purple*) (*n* = 18), injected with Cyc once in 2 weeks. Log-rank test: *p = 0.0245, **p = 0.032, ***p = 0.0005, ****p = 0.010 (after 22 weeks of age). **b** Anti-dsDNA antibody titer in the course of treatment with Bz. Blood was drawn from the tail veins at 14, 18, 22, and 26 weeks of age. Sera were analyzed for anti-dsDNA antibody: control (*Con*, *red*) (*n* = 18), injected with vehicle beginning at 10 weeks of age; *14wkBz* (*green*) (*n* = 18), injected with Bz twice a week beginning at 14 weeks of age; *14wkBz → PBS* (*blue*) (*n* = 18), injected with Bz twice a week beginning at 14 weeks of age until 18 weeks of age, PBS then injected from 19 weeks onward; *Cyc* (*black*) (*n* = 18), injected with Cyc once in 2 weeks. Values expressed as median with quartile range. Statistical analysis performed using one-way ANOVA analyses with Turkey post-hoc test. *p < 0.001, **p =0.0012, ***p =0.0032, ****p =0.00272, *****p =0.00075, ******p =0.00064. *anti-dsDNA* anti-double-stranded DNA, *A.U.* arbitrary units, *Bz* bortezomib, *Cyc* cyclophosphamide (Color figure online)

### Early toxic effects of Bz within 1 week

We assumed that Bz exerted its lethal toxic effects early on 14-week-old mice after the initiation of treatment. Therefore, blood samples from mice treated twice with Bz at 10 or 14 weeks of age were analyzed (10wkBz and 14wkBz, respectively). White blood cells were increased, whereas hemoglobin levels were significantly decreased after Bz treatment of 14-week-old mice (Fig. 5a). However, platelets were significantly diminished by Bz treatment in both 10-week-old and 14-week-old mice (Fig. 5a). Serum AST was significantly elevated after Bz treatment of 14-week-old mice (Fig. 5b). Serum levels of IFN-γ were significantly higher in 14-week-old than in 10-week-old mice (Fig. 5c), mirroring the increased immunological activity. Bz treatment of mice at both 10 and 14 weeks of age significantly elevated serum IL-6 and TNF-α levels, but IFN-γ levels were not significantly changed by Bz treatment at 14 weeks of age. The increase in serum IL-6 and TNF-α levels was significantly higher in 14wkBz than in 10wkBz mice (Fig. 5c). These data suggest that Bz treatment at 14 weeks of age induced more inflammatory cytokine release than treatment at 10 weeks of age.

**Fig. 5:**
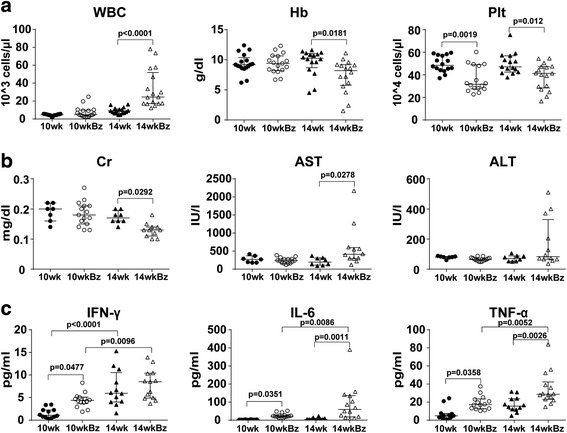
Early-phase toxic effects after Bz treatment. Mice aged 10 or 14 weeks were injected with vehicle or Bz twice on day 1 and day 4 (*10wk*, *14wk*, *10wkBz*, and *14wkBz*, respectively). One day after the second Bz injection, mice were sacrificed and blood specimens were analyzed. **a** Blood cell counts. **b** Renal and liver function tests: Serum Cr, AST, and ALT. **c** Serum IFN-γ, IL-6, and TNF-α levels. Values expressed as median with quartile range. Statistical analysis performed using one-way ANOVA analyses with Turkey post-hoc test. *ALT* alanine aminotransferase, *AST* aspartate aminotransferase, *Cr* creatinine, *Hb* hemoglobin, *IFN-*γ interferon-gamma, *IL-6* interleukin-6, *Plt* platelet, *TNF-*α tumor necrosis alpha, *WBC* white blood cell

### Late toxic effects of Bz

Next, to examine the toxic effects of long-term treatment with Bz, MRL/lpr mice were treated from 10 or 14 weeks of age, and blood analysis was performed at 18 weeks of age. In this experiment, five of 14 mice started on Bz at 14 weeks of age died before 18 weeks, which is consistent with the data in Fig. 3a. None of the controls and mice treated at 10 weeks of age died during this period. At 18 weeks of age, Bz treatment from 10 weeks (10wkBz-18wk) and 14 weeks (14wkBz-18wk) did not show a significant difference in blood counts (Fig. 6a) and Cr and AST levels (Fig. 6b). ALT was slightly increased, whereas both IL-6 and TNF-α were significantly decreased by Bz treatment (Fig. 6b, c).

**Fig. 6:**
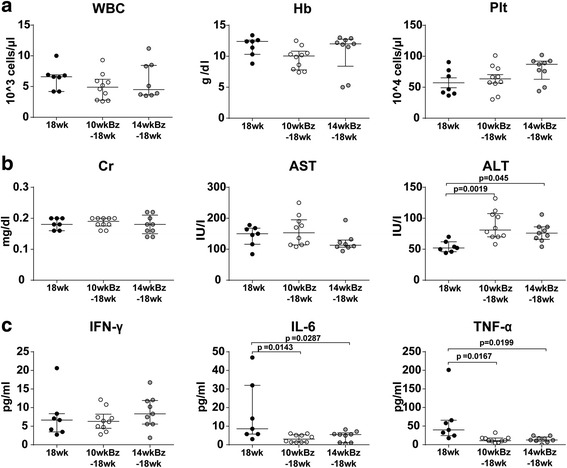
Late-phase toxic effects of Bz after treatment. Mice were injected with vehicle (*18wk*) or Bz twice a week beginning at 10 weeks (*10wkBz-18wk*) and 14 weeks (*14wkBz–18wk*) of age until 18 weeks of age. At 18 weeks of age, mice were sacrificed and the blood samples were analyzed. **a** Blood count analysis. **b** Renal and liver function test: Serum Cr, AST, and ALT. **c** Serum IFN-γ, IL-6, and TNF-α levels. Values expressed as median with quartile range. Statistical analysis performed using one-way ANOVA analyses with Turkey post-hoc test. *ALT* alanine aminotransferase, *AST* aspartate aminotransferase, *Cr* creatinine, *Hb* hemoglobin, *IFN-*γ interferon-gamma, *IL-6* interleukin-6, *Plt* platelet, *TNF-*α tumor necrosis alpha, *WBC* white blood cell

### Comparison of gene expression profiling in spleens from Bz-treated and Cyc-treated mice

To elucidate the differences in the effects of Bz and Cyc on mice, gene expression profiles of spleens were compared using microarray analysis. 

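RNA from whole spleens of 14-week-old MRL/lpr mice, taken 6 h after a single injection, was hybridized to one-color arrays, with 1 array for each mouse. There were 4 Bz-treated mice, 3 Cyc-treated mice and 4 control mice that received PBS. Each array carried 55681 probes on 59305 spots, not counting its control spots. The authors deposited, for each spot, the fluorescence intensity given by Agilent Feature Extraction, which had subtracted the background and removed trends within the array but had not normalized between arrays. They also deposited log2 values shifted to each array's 75th percentile and centered on each probe's median over the 11 arrays.

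The 75th percentile of the intensity was between 532 and 638 (median 569) in the Bz-treated mice, between 593 and 669 (median 647) in the Cyc-treated mice and between 551 and 606 (median 576) in the control mice. The share of spots that the software marked as well above background was between 56.5% and 64.3% in the Bz-treated mice, between 61.6% and 62.2% in the Cyc-treated mice and between 57.3% and 64.1% in the control mice. No spot was saturated. The number of arrays limits the precision of every value.

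The intensities were put on a log2 scale, and each array's 75th percentile was subtracted. Spots marked as outliers were set missing, and the spots of a probe were averaged. A probe was tested when it was well above background on every array of at least 1 group, which left 32615 probes for 14910 named genes. All 11 arrays entered a single limma fit with a mean for each group, and p values were adjusted by the Benjamini-Hochberg method over all tested probes. A gene was represented by its brightest probe over the 11 arrays. It was called changed at an adjusted p below 0.05 together with the paper's limits of 2-fold and 0.5-fold.

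The arrays were on 3 slides. Bz replicates 2, 3 and 4 shared a slide with PBS replicates 1, 2 and 3. Bz replicate 1 shared a slide with the 3 Cyc arrays. PBS replicate 4 was alone on its slide and was read by another scanner with another protocol. No Cyc array shared a slide with a PBS array, so the effect of Cyc and a difference between slides cannot be told apart in that comparison except through Bz replicate 1.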

Six hours after Bz or Cyc treatment, 74 genes with >2-fold increase and 102 genes with <0.5-fold decrease in Bz-treated mice and 49 genes with >2-fold increase and three genes with <0.5-fold decrease in Cyc-treated mice were uncovered (Table 1, Additional file 1). 

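In the Bz-treated mice, 108 genes were more than 2-fold higher and 163 genes were less than 0.5-fold of the control mice, out of the 14910 genes tested. In 267 of these 271 genes, all 4 Bz-treated mice lay on one side of all 4 control mice, which their selection on these arrays favors. For 8 of the higher and 19 of the lower genes, one group was at background on every array, so their fold change is a bound. Background correction by normexp moved these counts most among the alternatives that kept the 2-fold limit, to 72 higher and 32 lower genes. Within the slide that held Bz replicates 2, 3 and 4 and PBS replicates 1, 2 and 3, a fit chosen after seeing the data called 106 genes higher and 148 lower. All 271 genes had the same direction there, and 206 of them were called.

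In the Cyc-treated mice, no gene was called by limma, and the smallest adjusted p was 0.068. At an unadjusted p below 0.05 with the same 2-fold limits, 182 genes were higher and 17 were lower. With only the Cyc and PBS arrays in the fit, 97 genes were called higher and 5 lower. The 5 were Car3, CK137956, Tmem94, Msmp and Zfp740, named after their values were seen. With array weights, 197 genes were called higher and 17 lower. With the slide as a block, a fit that rests on Bz replicate 1 for this comparison, no gene was called higher and 2 were called lower (Pibf1 and Copz2, also named after their values were seen).

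The genes that the paper lists as increased by Cyc were also examined mouse by mouse. For 35 of them, a probe had a fold change within 0.1 (log2) of the paper's. The median signal of these genes, relative to the mean of the control mice, was 1.50, 1.51 and 1.42 (log2) in the Cyc-treated mice. It was 1.40 in Bz replicate 1, which shared their slide, and between -0.09 and 0.12 in the other Bz-treated mice. In 34 of the 35 genes, Bz replicate 1 lay above the other Bz-treated mice. The mean log2 signal of 15 erythroid marker genes also varied within groups, between 3.08 and 5.07 in the Bz-treated mice, between 4.06 and 4.71 in the Cyc-treated mice and between 2.23 and 5.39 in the control mice.

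**Figure D1:**
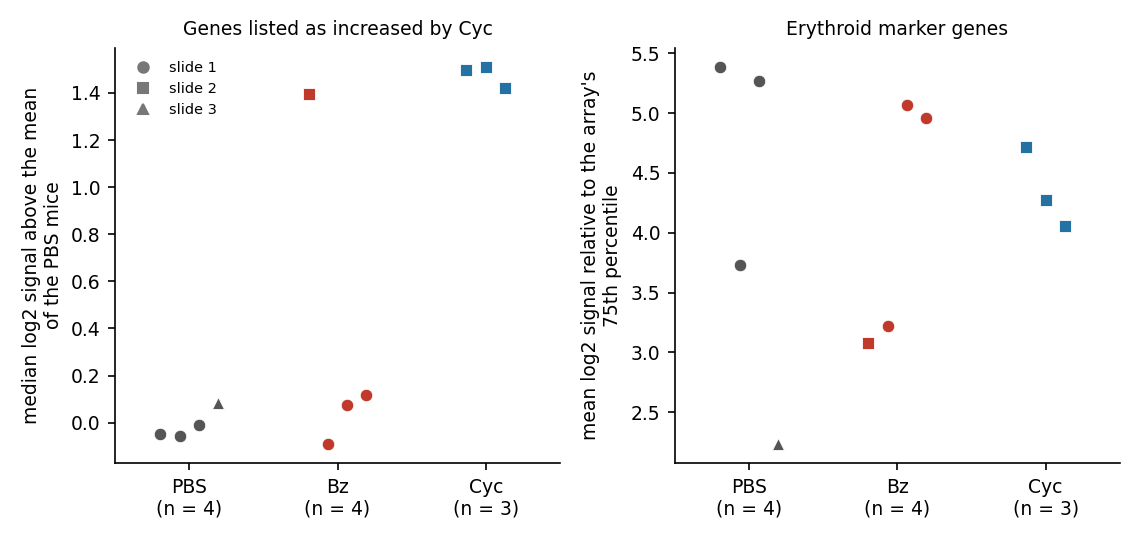
Each point is a mouse, and its shape gives the slide. The left panel shows the median log2 signal, relative to the mean of the control mice, of 35 genes listed by the paper as increased by Cyc, where Bz replicate 1 at 1.40 sits with the Cyc-treated mice; the right panel shows the mean log2 signal, relative to the array's 75th percentile, of 15 erythroid marker genes, which spans 2.23 to 5.39 in the control mice.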

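The overlap of the 2 comparisons was counted over the same 14910 genes. Since no gene was called with Cyc, no gene was called in both comparisons. At an unadjusted p below 0.05 with the 2-fold limits, 9 genes passed in both, 8 in the same direction with both drugs and 1 in opposite directions. Both comparisons use the same 4 control mice, so part of such an overlap arises by chance. Over 100 simulations of unchanged groups, with the shared control arrays simulated too, 14.4 genes on average passed in the same direction and 0.2 in opposite directions. The simulated noise was independent for each gene and left out the variation between mice that genes share. These counts are therefore only a rough level for chance. With array weights, 3 genes were called in both comparisons, Olfr513 and Vgf in the same direction and Stox1 in opposite directions. Leaving out Bz replicate 1 also gave 3 genes, Msmp in the same direction and Magea1 and 6030498E09Rik in opposite directions. Leaving out PBS replicate 3 gave Clec2m, Vgf and Kirrel2, all in the same direction. These genes were named after their values were seen.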

No common genes were significantly changed in both Bz-treated and Cyc-treated mice. The 70-kDa heat shock protein 1A (HSPA1A) was remarkably increased in Bz-treated mice (100.3-fold) (Table 1). 

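Hspa1a was measured by a single probe (A_55_P2068459). Its log2 signal relative to the array's 75th percentile was 2.22 ± 0.75 (SD, n = 4) in the Bz-treated mice and -4.42 ± 1.31 (SD, n = 4) in the control mice. The log2 fold change was 6.64 (standard error 0.59, adjusted p = 0.000258), which is 99.8-fold. Every Bz-treated mouse lay above every control mouse (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). The signal was well above background in 4 of 4 Bz-treated mice and in 3 of 4 control mice. Leaving out each array in turn gave log2 fold changes between 6.14 and 7.20. Over the other alternatives, the lowest value was 4.86 with the normexp background correction and the highest was 7.53 with the slide as a block. The slide shared by Bz and PBS arrays, taken alone, gave the same 7.53 by construction (adjusted p = 0.00489), since no other slide holds both groups. The paper's reported value is 100.3-fold.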

Pathway analysis performed with IPA software revealed that upregulation and downregulation of some genes were significantly associated with distinct canonical pathways, supporting the different mechanisms of each drug (Additional file 2). The protein ubiquitin pathway was most significantly associated with Bz treatment (*p* = 0.000692) (Additional file 2), whereas the growth arrest and DNA damage inducible 45 (GADD45) and DNA damage-induced 14-3-3 signaling pathways were most significantly associated with Cyc treatment (*p* = 0.000575) (Additional file 2). 

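IPA was not used here. The genes named by these pathways were tested as lists with camera (limma, preset correlation of 0.01), with p adjusted over 19 lists. The 32 proteasome subunit genes had a median log2 fold change of 0.78 in the Bz-treated mice, against -0.01 for all tested genes, and all 32 were higher (adjusted p = 3.97e-37). The 27 tested heat shock protein genes, of 33 listed, had a median of 0.43, and 23 of them were higher (adjusted p = 2.01e-06). Of these, 6 are in the paper's own lists of changed genes, so the test is not independent of these samples. Adjusted over the list alone, 4 proteasome subunit genes and 8 heat shock protein genes passed with the 2-fold limits, against 4 and 7 over all genes tested. Both calls held with fry (adjusted p = 0.000336 and 0.0015). With the correlation between genes estimated from the data, neither passed (adjusted p = 0.104 for each list).

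In the Cyc-treated mice, the 23 tested genes of GADD45 and 14-3-3 signaling had a median log2 fold change of 0.03. Of these, 13 were higher and none was called (adjusted p = 0.991 with camera and 0.961 with fry). The same list had a median of -0.12 in the Bz-treated mice (adjusted p = 0.874). For these pathways the paper names Ccne2 and Cdk1 as increased with Cyc. Ccne2 was not among the tested genes. Cdk1 entered on its brightest probe, with a log2 fold change of 0.44, and not on A_55_P2016652, with 2.54. The list test therefore asks about the other members and does not repeat the paper's test. The proteasome subunit genes had a median of -0.13 with Cyc. Camera gave them an adjusted p of 0.0116, which did not hold with fry (0.634) or with the estimated correlation (0.995). With the slide as a block, a fit of the lists chosen after seeing the data, their direction with Cyc was reversed (median 0.10, adjusted p = 0.000732). The heat shock protein genes had a median of -0.17 with Cyc (adjusted p = 0.272), which the same block also reversed (median 0.19, adjusted p = 0.0128).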

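Genes that Additional file 3 lists for the protein ubiquitin pathway were examined singly in the Bz-treated mice. Psmd1 had a log2 fold change of 1.17 (standard error 0.12, adjusted p = 0.00059) and Psmc6 of 1.14 (standard error 0.14, adjusted p = 0.00142). Of the 32 proteasome subunit genes, 31 had an adjusted p below 0.05, and 4 were also past the 2-fold limit. The largest changes after Psmd1 and Psmc6 were in Psma5, with a log2 fold change of 1.05. Among the heat shock protein genes, 5 were called higher and 2 lower. The lower genes were Hspb2, with a log2 fold change of -1.46 (standard error 0.14, adjusted p = 0.000394), and Hspa12b, with -1.48 (standard error 0.11, adjusted p = 0.000166). For each of Psmd1, Psmc6, Hspb2 and Hspa12b, the 4 Bz-treated mice were separated from the 4 control mice (exact permutation test, two-sided, p = 0.0286). Under normexp, Hspb2 and Hspa12b no longer passed the 0.5-fold limit (log2 fold changes of -0.79 and -0.71), and their adjusted p stayed below 0.05 in every alternative.

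**Figure D2:**
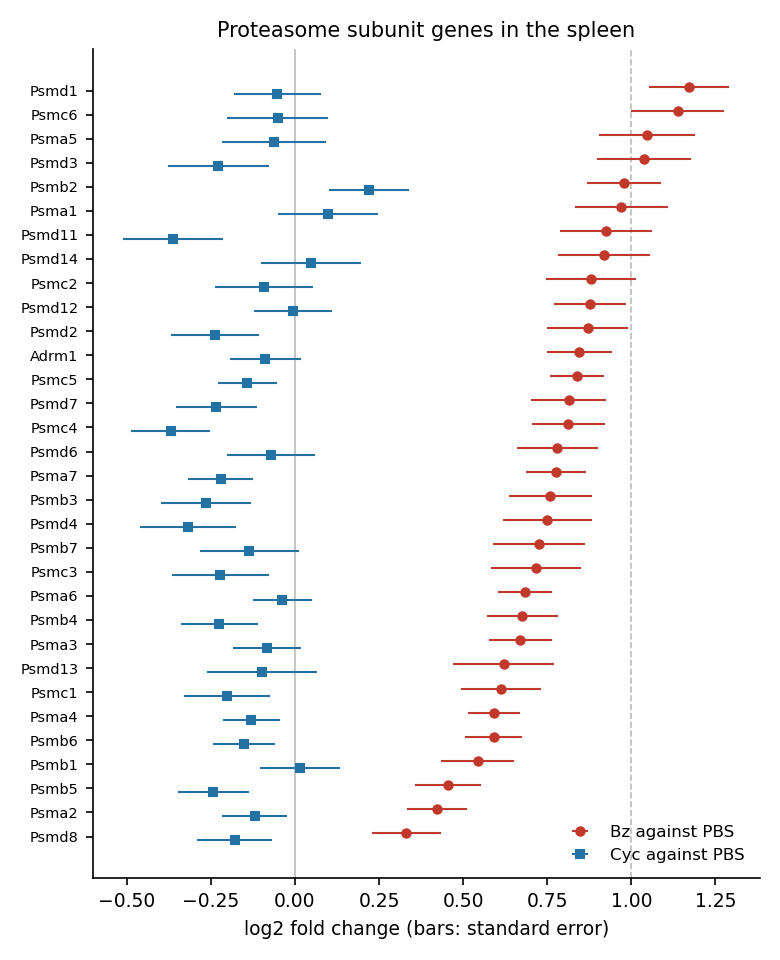
Log2 fold changes against the control mice of 32 proteasome subunit genes, each on its own line, with bars for the standard error. With Bz all 32 lie above 0 and reach 1.17, while with Cyc they have a median of -0.13 in this fit and 0.10 with the slide as a block.

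In the Cyc-treated mice, the single probe of Ccne2 (A_65_P10671) was not well above background on any of the 11 arrays, so the gene was not tested and no fold change is given. Cdk1 had 3 probes. Its brightest probe (A_55_P2048588) had a log2 signal of 1.73 ± 0.23 (SD, n = 3) in the Cyc-treated mice and 1.29 ± 0.88 (SD, n = 4) in the control mice, a log2 fold change of 0.44 (standard error 0.45, adjusted p = 0.647), smaller than the spread between control mice. The probe A_55_P2016652 had a log2 fold change of 2.54 (standard error 0.49, adjusted p = 0.068) and a signal of -1.96 ± 0.37 (SD, n = 3) with Cyc. On this probe, Bz replicate 1, which shared a slide with the Cyc arrays, stood at -2.71, above the other Bz-treated mice, and with the slide as a block the log2 fold change was 0.55. The probe A_55_P2016647 had a log2 fold change of -0.38 (standard error 0.28, adjusted p = 0.496).

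**Figure D3:**
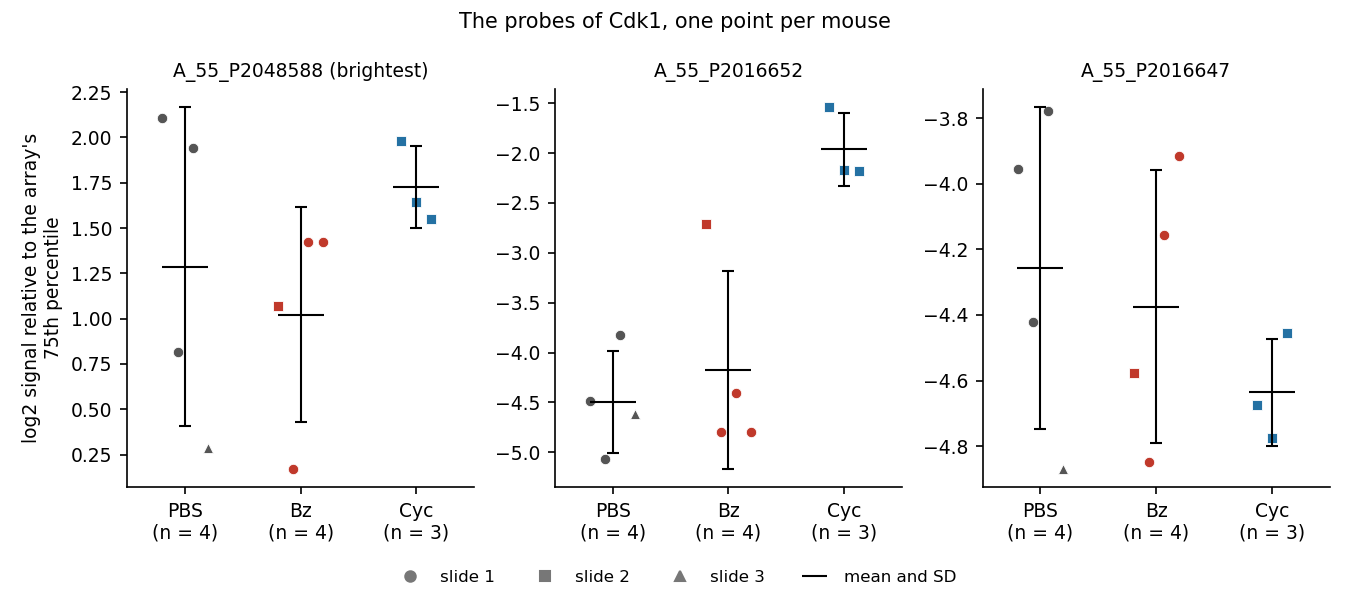
Log2 signal of the 3 Cdk1 probes relative to the array's 75th percentile, with a point for each mouse, shaped by slide, and a line and bars for the mean and SD. On the probe A_55_P2016652 the Cyc-treated mice have a mean of -1.96 and Bz replicate 1 lies at -2.71; on the brightest probe the groups overlap.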

The expression of some genes of the HSP family and proteasome subunit proteins was significantly increased in the protein ubiquitin pathway, whereas that of the genes of cyclin E2 (*CCNE2*) and cyclin dependent kinase 1 (*CDK1*) was significantly increased in the GADD45 and DNA damage-induced 14-3-3 signaling pathways (Additional file 3).

**Table 1:** Top 20 genes upregulated in the spleen by bortezomib or cyclophosphamide treatment relative to control mice

Bortezomib		Cyclophosphamide	
Symbol	Fold change	Symbol	Fold change
*HSPA1A*	100.3	*Dynap*	17.7
*UCHL1*	38.3	*Akr1c20*	8.74
*RNF207*	23.2	*CCSER1*	6.63
*TRIB3*	21.2	*AURKB*	6.50
*HSPB1*	20.6	*Olfr123*	6.38
*GDF15*	14.9	*ARHGAP19*	6.13
*CHAC1*	9.32	*NXF3*	6.01
*AFP*	7.44	*LRRC72*	5.85
*TRIM6*	6.81	*Cmtm2a*	5.83
*STMN4*	6.36	*CDK1*	5.79
*AOX1*	6.12	*LIPC*	5.04
*HSPB8*	5.93	*ASIC3*	4.51
*MAP1A*	5.77	*CCNE2*	4.434
*SRXN1*	5.56	*Serpinb6d*	4.21
*COMP*	5.55	*Gm9372*	3.84
*DNAH10*	5.42	*CEACAM20*	3.63
*CALR3*	5.36	*Gm10753*	3.60
*DYNC1I1*	5.04	*SPRY4*	3.54
*ATF3*	4.95	*EPB41L4B*	3.43
*KIF1A*	4.93	*Gm5093*	3.40

### In-vitro induction of heat shock protein gene expression in Bz-treated lymph node cells

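Hspb1, measured by the probe A_55_P2039284, had a log2 signal of 6.33 ± 0.48 (SD, n = 4) in the Bz-treated mice and 1.97 ± 0.13 (SD, n = 4) in the control mice. The log2 fold change was 4.36 (standard error 0.21, adjusted p = 3.84e-05), which is 20.5-fold. The groups did not overlap (exact permutation test, two-sided, p = 0.0286). Leaving out each array in turn gave values between 4.22 and 4.58, and the slide shared by Bz and PBS arrays gave 4.56 (adjusted p = 0.00164). Bz replicate 1 was the lowest of the Bz-treated mice in both Hspa1a and Hspb1, and it still lay above every control mouse.

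**Figure D4:**
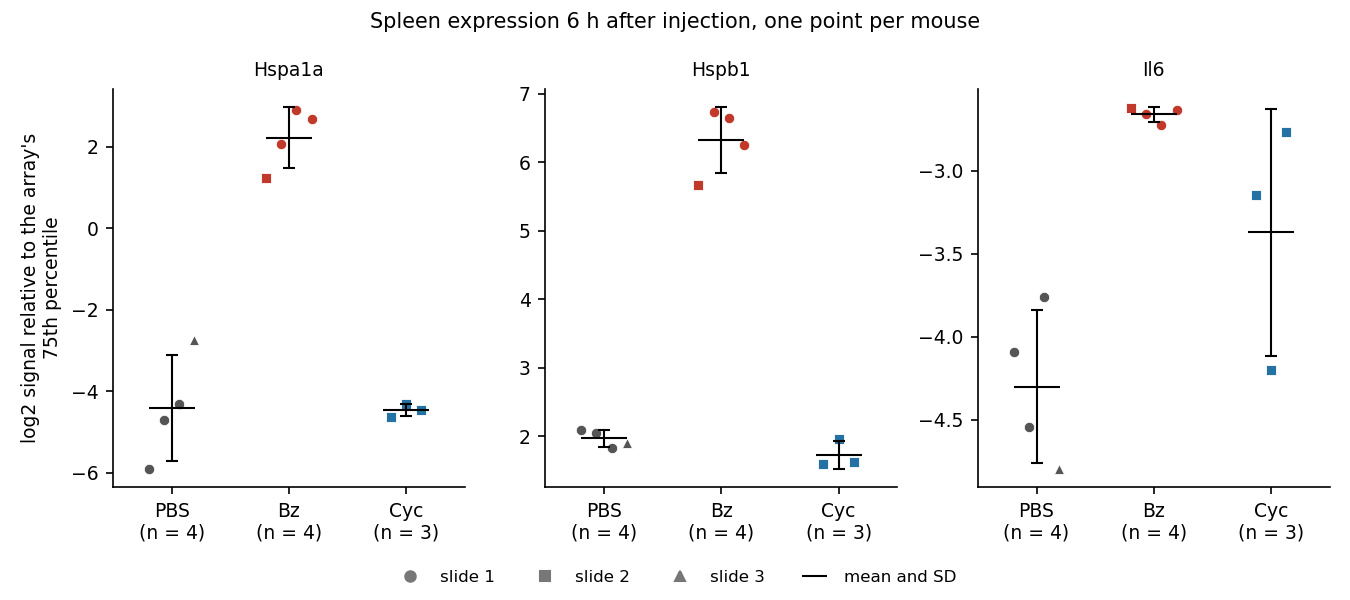
Log2 signal of Hspa1a, Hspb1 and Il6 relative to the array's 75th percentile, with a point for each mouse, shaped by slide, and a line and bars for the mean and SD. The Bz-treated mice have means of 2.22, 6.33 and -2.66 and lie above every control mouse in all 3 genes, and a Cyc-treated mouse reaches -2.77 in Il6.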

As shown in the gene list presented in Table 1, *HSPA1A* (HSP70) and *HSPB1* (HSP27), which stimulate the innate immune system [34–37], were significantly increased. We examined whether the induction of these genes was characteristic to Bz treatment. Lymph node cells from 10-week-old and 14-week-old MRL/lpr mice were stimulated with Bz and protein kinase inhibitor staurosporine (Sta), which was used as another apoptosis inducer. Incubation of lymph node cells with Bz significantly increased *HSPA1A* and *HSPB1* expression when compared with that in the control mice, whereas Sta did not affect the expression (Additional file 4).

Six hours after injection of vehicle (control, *n* = 4), Bz (*n* = 4), or Cyc (*n* = 3) drugs into the 14-week-old mice, mRNA from the spleens was analyzed with the SurePrint G3 Mouse GE 8 × 60 K Microarray (Agilent Technologies). Compared with the control mice, significantly increased (>2-fold) and decreased (<0.5-fold) genes were extracted using Gene Spring software. 

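Of the 20 genes that Table 1 gives for Bz, 19 were tested on their brightest probe, and all 19 were called higher. The highest measured values after Hspa1a were in Rnf207, with a log2 fold change of 4.53 (standard error 0.28, adjusted p = 6.52e-05), Trib3 (4.40), Hspb1 and Gdf15 (3.89). The smallest was in Kif1a (2.29). Uchl1 was at background in all control mice and was at least 12.3-fold higher with Bz. Dnah10 was also at background in all control mice and was at least 1.76-fold higher. The brightest probe of Trim6 was too dim to be tested, and another of its probes was at least 2.24-fold higher. In each of the 19 genes the Bz-treated mice all lay above the control mice.

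Of the 20 genes given for Cyc, 16 were matched to a probe by name, and Akr1c20, Gm9372, Gm10753 and Gm5093 were not. None of the 16 was called. Dynap, Aurkb, Olfr123 and Asic3 were at background in all control mice, with Cyc values at least 5.07-fold, 6.03-fold, 4.31-fold and 2.19-fold higher. Among genes well above background on at least 1 array of both groups, Lipc had a log2 fold change of 2.33 (standard error 0.39, adjusted p = 0.068). Serpinb6d had 2.08 (standard error 0.47, adjusted p = 0.0704) and Spry4 had 1.83 (standard error 0.36, adjusted p = 0.068). A block by slide lowered these 3 values to 0.81, 0.32 and 0.60. Spry4 was well above background in only 1 of 4 control mice (control mean -5.92), so its fold change is taken largely against background. On their brightest probes, Ccser1, Cmtm2a, Ceacam20 and Epb41l4b had log2 fold changes of 0.31, 0.30, 0.32 and 0.02. Arhgap19, Nxf3 and Lrrc72 were too dim to be tested on their brightest probes, and another probe of Arhgap19 was at least 2.08-fold higher (adjusted p = 0.068). With Cyc, Nxf3 was at least 1.55-fold higher and Lrrc72 at least 1.65-fold higher.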

The top 20 increased genes are presented in Table 1.

## Discussion

Patients with SLE with high disease activity who are refractory to conventional treatments require novel therapies. The proteasome inhibitor Bz is a potential novel therapeutic agent for SLE. In this study, we showed that the disease activity of MRL/lpr mice progressed from 10 to 14 weeks of age and was significantly decreased by Bz treatment. However, Bz treatment also increased the mortality rate of mice with high disease activity status, in spite of its therapeutic effects. The mechanism mediating the high mortality and toxicities needs clarification for the safe clinical application of Bz in patients with SLE.

MRL/lpr mice with a higher disease activity showed a significant increase in the number of B cells, plasma cells, CD4^+^ T cells, CD8^+^ T cells, and lpr T cells in the spleen and bone marrow. The same was observed in the lymph nodes, except for the plasma cells (Fig. 1b). The major cell source for splenomegaly and lymphadenopathy was the accumulation of a large number of lpr T cells, which are double negative, polyclonal, and nonneoplastic [38]. The origin of lpr T cells remains unclear [39] and how lpr T cells functionally contribute to autoimmunity on the MRL background is also unknown. Bobe et al. [30] reported that arsenic trioxide exerted a selective cytotoxic effect on lpr T cells. Although the mechanism is unclear, lpr T cells with a defective intrinsic Fas-mediated apoptotic pathway might be sensitive to external cellular stress. MRL/lpr mice at 14 weeks of age were burdened with high lpr T cells that appear relatively vulnerable to Bz cytotoxic effects as well as plasma cells, including induction of secondary necrosis and apoptosis or necroptosis as described previously [40].

Consistent with previous reports [7–14], Bz had a therapeutic effect even in advanced lupus (14-week-old MRL/lpr mice), resulting in marked decreases in serum immunoglobulins and anti-dsDNA antibodies and improved glomerulonephritis. Several groups have reported improved survival rates in Bz-treated NZW/B [7, 9, 10, 13, 14] and MRL/lpr [7, 14] mice. However, these results for the survival rates were not consistent with the present study. The reason for this contradiction might be due to the differences in mouse age, disease activity, or just mouse strains. In our study, Bz treatment of MRL/lpr mice was initiated at 14 weeks of age, which is later than in previous reports [7, 14], designed to examine the ameliorative and not protective effects of Bz on disease activity, considering the clinical use. Because older (14-week-old) MRL/lpr mice harbor high lpr T cells, which Bz selectively targets (as well as plasma cells), the lethal and toxic effects of Bz may be due to the killing of a large number of lymphocytes. After discontinuation of Bz treatment, the mice survival rate clearly improved, although the anti-dsDNA antibody level resurged. As reported previously by Khodadadi et al. [10], maintenance therapy might be required for a complete immunological remission after Bz treatment. One reason for the improved mice survival rates compared with the continuously Bz-treated mice could be just the removal of toxicity. Another reason might be the therapeutic effect after the acute toxic phase shown in Fig. 6 because the survival rate after discontinuation of Bz treatment from 18 weeks of age was higher than the survival rate in the control mice (the survival rates from 18 weeks of age until 43 weeks of age were 83% vs 50%, respectively). This indicated that Bz treatment, at least for a limited duration, might provide survival advantages despite the resurgence of anti-dsDNA antibody.

Bz and Cyc treatments resulted in a significant change in the expression levels of a number of genes in splenocytes (Additional file 1). No genes or canonical pathways were commonly shared between Bz and Cyc treatments (Additional files 1 and 2), suggesting that the molecular responses to these treatments were totally different. 

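The difference between the drugs was tested directly. Between Bz-treated and Cyc-treated mice, 125 genes were higher and 259 lower with Bz at an adjusted p below 0.05 and the 2-fold limits. Over the alternatives that used all arrays and kept the 2-fold limits, the number of genes was lowest with normexp (154) and highest with array weights (667). Leaving out Bz replicate 1 gave 611 genes and leaving out Cyc replicate 2 gave 198. Bz replicates 2, 3 and 4 were on another slide than the Cyc arrays, so part of this difference is confounded with slides. A grouping of Bz replicate 1 with the Cyc-treated mice against the other Bz-treated mice, which follows the slides, gave 363 genes. With the slide as a block, 312 genes were called.

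Across the 14910 genes, the log2 fold changes of Bz and Cyc against the control mice had a Pearson's r of 0.20 and a Spearman's rho of 0.23. Genes are not independent replicates, and both comparisons share the control mice. Simulated unchanged groups that shared simulated control arrays, with independent noise for each gene, gave a mean r of 0.46 and a mean rho of 0.42. Shuffled data gave r between -0.44 and 0.85 (median 0.54). The r of 0.20 lies within that range, so it does not show that the drugs differ. From the absence of shared genes and pathways, the paper proposes that the molecular responses to the treatments were totally different.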

IPA revealed that DNA damage-related pathways (GADD45 and DNA damage-induced 14-3-3 signaling) were most significantly associated with Cyc treatment (Additional file 2). This suggested that Cyc treatment, which alkylates DNA, induces DNA damage and activates the cell cycle checkpoint. 

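The list of 26 tested p53 target genes had a median log2 fold change of 0.23 in the Cyc-treated mice, against -0.03 for all tested genes, and 21 of the 26 were higher (camera, adjusted p = 0.00267). None of the 26 was called. The list test did not pass with fry (adjusted p = 0.53) or with the estimated correlation (0.995). With the slide as a block, a fit of the lists chosen after seeing the data that rests on Bz replicate 1 for Cyc, it passed (median 0.28, adjusted p = 6.41e-07). The largest changes were in Tnfrsf10b, with a log2 fold change of 0.69 (standard error 0.17, adjusted p = 0.0763), Ei24 (0.51, adjusted p = 0.068) and Rrm2b (0.50, adjusted p = 0.357). The genes that changed most in the list of GADD45 and 14-3-3 signaling were Sfn, with 0.69 (standard error 0.51, adjusted p = 0.492), Trp53, with -0.47 (standard error 0.12, adjusted p = 0.075), and Cdk1. The p53 target genes were also higher in the Bz-treated mice, with a median of 0.26 and 24 of 26 higher. Their adjusted p with Bz was 4.16e-06 with camera, 0.015 with fry and 0.299 with the estimated correlation. A rise of this list is therefore not particular to Cyc.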

IPA also showed that the protein ubiquitin pathway was most significantly associated with Bz treatment. The protein ubiquitin pathway is the process for the degradation of unfolded proteins [41]. The amount of HSP family and proteasome subunit proteins was significantly increased with Bz treatment (Additional file 3). 

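The direct comparison of Bz-treated with Cyc-treated mice gave log2 differences of 1.23 for Psmd1 (standard error 0.13, adjusted p = 0.000882) and 1.19 for Psmc6 (standard error 0.15, adjusted p = 0.00201). For the lower heat shock protein genes it gave -1.46 for Hspb2 (adjusted p = 0.000683) and -1.42 for Hspa12b (adjusted p = 0.00041). The arrays measured RNA, and the amount of these proteins was not measured on them.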

HSPs function as molecular chaperons and unfold misfolded intracellular proteins to decrease ER stress [42]. 

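In these whole spleens, the 19 genes for ER chaperones of the unfolded protein response had a median log2 fold change of -0.02 in the Bz-treated mice, with 8 of the 19 higher, none called and no shift of the list (camera, adjusted p = 0.874). The 26 tested genes of the integrated stress response had a median of 0.58, and 25 of them were higher (adjusted p = 6.9e-13 with camera, 0.00116 with fry and 0.104 with the estimated correlation). Of these, 6 were called higher, and 5 of the list are in the paper's own lists. Trib3, Chac1 and Atf3 changed most in it, and Chac1 had a log2 fold change of 3.21 (standard error 0.35, adjusted p = 0.000782) and Atf3 of 2.30 (standard error 0.35, adjusted p = 0.00453).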

Bz treatment may also activate the counteracting system against ER stress as well as ER stress in lymphocytes.

Bz has been reported to have several side effects on therapeutic uses [43], some of which may be related to cytokine levels [44, 45]. In an LPS-induced shock mouse, which is considered to be a model of sepsis, serum cytokines such as IL-6 and TNF-α were increased, and these cytokines induced organ injury and mortality [46–48]. In our study, cytoreduction by Bz may induce proinflammatory cytokine release at an early phase, and this inflammation could be lethal to some MRL/lpr mice at 14 weeks of age. At 18 weeks of age, serum IL-6 and TNF-α levels were rather decreased in surviving mice treated from both 10 and 14 weeks of age. High IL-6 and TNF-α levels may be associated with lethality in mice up to 18 weeks of age. It is also possible that Bz exerts anti-inflammatory effects by inhibiting NF-κB activation [49] after the clearance of the majority of Bz-targeting cells, such as plasma and lpr T cells. ER stress has been considered to trigger cell death via apoptosis [4, 50], without inducing inflammatory reactions. Programmed necrosis, “necroptosis,” which was originally reported as Fas-triggered and caspase-independent necrotic cell death, is mediated by receptor-interacting protein [51] and inhibited by Necrostatin [52]. In contrast to apoptosis, necroptosis or secondary necrosis is followed by innate immune inflammation via the release of damage-associated molecular patterns (DAMPs), such as HMBG1 and HSPs [53–55]. In addition to their function as molecular chaperones with a cellular protective effect, HSPs also function as DAMPs and have proinflammatory potential in immunogenic cell death [56–58], which might have lethal effects. As shown in Table 1 and Additional file 4, *HSPA1A* (HSP70) and *HSPB1* (HSP27) were characteristically induced with Bz treatment both in vivo and in vitro. 

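In vivo, the difference between Bz-treated and Cyc-treated mice was tested directly. It was 6.69 (log2) for Hspa1a (standard error 0.63, adjusted p = 0.000559) and 4.60 for Hspb1 (standard error 0.23, adjusted p = 5.32e-05). Against the control mice, the Cyc-treated mice had log2 fold changes of -0.05 for Hspa1a (adjusted p = 0.98) and -0.24 for Hspb1 (adjusted p = 0.61). These Cyc values were 1.83 and 0.60 with the slide as a block, a fit in which they rest on Bz replicate 1. Hspb8, another small heat shock protein gene, was higher with Bz than with Cyc by 2.19 (standard error 0.27, adjusted p = 0.00169).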

Because our study was limited to the use of data obtained from the whole spleen or lymph node cells, it still remains unknown which cell subsets are the source of such DAMPs. Bz treatment resulted in higher amounts, although not significant, of *HSPA1A* in lymph node cells at 14 weeks of age when compared with treatment at 10 weeks of age, as shown in Additional file 4. This might represent the higher frequency of Bz-sensitive lpr T cells in 14-week-old mice (Fig. 2b). Bz might cause immunogenic lymphocyte death associated with the induction of DAMPs, such as HSPs, followed by stimulation of the innate immune system and increased inflammatory cytokine release. Indeed, the IL-6 level was significantly increased (3.135-fold) in the splenocytes of Bz-treated mice but not of Cyc-treated mice (Additional file 2), which supports our idea.

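Il6, measured by the probe A_55_P1997756, had a log2 signal of -2.66 ± 0.04 (SD, n = 4) in the Bz-treated mice, -3.37 ± 0.74 (SD, n = 3) in the Cyc-treated mice and -4.30 ± 0.46 (SD, n = 4) in the control mice. It was well above background on all 11 arrays. The log2 fold change with Bz was 1.64 (standard error 0.30, adjusted p = 0.0132), which is 3.12-fold, and all 4 Bz-treated mice lay above the control mice (exact permutation test, two-sided, p = 0.0286). The paper's reported value is 3.135-fold. Leaving out each array in turn gave values between 1.48 and 1.82. The call was lost with array weights (adjusted p = 0.082) and with the slide as a block (1.46, adjusted p = 0.0506). The slide shared by Bz and PBS arrays, taken alone, gave the same 1.46 by construction (adjusted p = 0.0246). Normexp lowered the log2 fold change to 0.71, under the 2-fold limit.

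With Cyc, the log2 fold change of Il6 was 0.93 (standard error 0.32, adjusted p = 0.144; exact permutation test, two-sided, p = 0.143). The difference between Bz and Cyc was 0.71 (standard error 0.32, adjusted p = 0.195), which did not pass the correction.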

MRL/lpr mice may have some lymphoproliferative disorder even at younger age. Because Bz induced massive cell death, the death of mice might be due to tumor lysis syndrome which is defined as a complication of metabolic abnormalities caused by the rapid release of intracellular components. Following massive tumor cell death, the diagnostic criteria include hyperuricemia, hypocalcemia, hyperphosphatemia, and renal failure [59]. After treatment with Bz, however, serum uric acid, calcium, and phosphate levels did not significantly change between Bz-untreated and Bz-treated MRL/lpr mice at 14 weeks of age (Additional file 5). We conclude that the main cause of the death of mice in this case is not tumor lysis syndrome but systemic inflammation. Although there are no defined counterparts for lpr T cells in SLE patients, plasmablasts, which are defined as CD19^lo^CD27^++^ or CD27^++^CD38^+^ cells that can secrete immunoglobulin molecules, were reported to be increased in number in the peripheral blood of SLE patients [60, 61]. Alexander et al. [16] reported that Bz significantly reduced plasmablasts in the peripheral blood. Active SLE patients with increased Bz-sensitive plasmablasts are more likely to develop inflammation-associated complications than inactive SLE patients.

Because HSP70 [34–36] and HSP27 [37] were reported to activate the innate immune system via Toll-like receptor 4 (TLR4), we designed dexamethasone (Dex) administration to Bz-treated mice expecting an inhibitory effect on lower survival. As reported in LPS model mice [62, 63], Dex would counteract with acute phase reactions induced by Bz; however, this failed to prevent the death of Bz-treated mice (Additional file 6). We assumed that Dex may have been ineffective in counteracting acute phase reactions due to its short biological half-life. In the experiment depicted in Additional file 6, Dex was injected only before Bz injection, twice a week (72-h or 96-h intervals). The half-life of Dex seemed to be just a few hours in rats [64, 65]. One possible reason for the high mortality rate despite Dex administration may be because the anti-inflammatory effect waned off during the intervals between doses. After cessation of the anti-inflammatory effect of Dex, DAMP release may restimulate the innate immune system and have some rebound effect on inflammation associated with steroid withdrawal. To control the acute systemic inflammation after Bz administration, we may need to consider more frequent administration of dexamethasone or a more specific strategy, such as anti-IL-6 receptor therapy [66].

## Conclusions

In summary, Bz, which could target plasma cells to mediate its therapeutic effects in lupus-like disease, exerted lethal toxic effects in MRL/lpr mice with high disease activity. Systemic inflammatory reaction triggered by cell death from Bz treatment might be lethal to MRL/lpr mice. Clarification of the molecular mechanisms of the effects of Bz is needed prior to its application as a preventive strategy in human SLE. We propose that it is important to take the disease activity of these mice models into consideration when elucidating the therapeutic and toxic effects of this novel drug for SLE.

## Additional files

Additional file 1: is a table presenting significantly upregulated and downregulated genes in spleens of Bz-treated and Cyc-treated mice. Six hours after injection of 14-week-old MRL/lpr mice with vehicle (control, *n* = 4), Bz (*n* = 4), or Cyc (*n* = 3), mRNA of spleens was analyzed with SurePrint G3 Mouse GE 8 × 60 K Microarray (Agilent Technologies). Compared with control mice, significantly increased (>2-fold) and decreased (<0.5-fold) genes were extracted using Gene Spring software applying a modified *t* test.

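The lists of Additional file 1 were compared with the genes called here. Of the 74 genes that the paper lists as increased by Bz, 70 were tested on their brightest probe and 65 were called higher. Of the 102 listed as decreased by Bz, 100 were matched by name, 89 were tested and 86 were called lower. The median absolute difference between the log2 fold changes here and the paper's was 0.0074 in both lists. Of the 49 genes listed as increased by Cyc, 38 were matched, 33 were tested, and 22 were past the 2-fold limit. None of these was called over all genes tested. Adjusted over the list alone, 22 passed, which is not independent evidence because the study chose the list on these samples. Of the 3 genes listed as decreased by Cyc, 2 were matched, 1 was tested, and it was not past the limit. The probe within 0.1 (log2) of the paper's value was not the gene's brightest in 13 of the 74 genes, 5 of the 100 and 10 of the 38.

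By a rule that took the called genes with the largest falls among those with separated groups, Pitpnm3 had a log2 fold change of -2.70 (standard error 0.22, adjusted p = 0.000214), Spon2 of -2.64 (standard error 0.23, adjusted p = 0.000223), Clec4g of -2.42 (standard error 0.35, adjusted p = 0.00371), Pcdh18 of -2.30 (standard error 0.17, adjusted p = 0.000161) and Fras1 of -2.15 (standard error 0.45, adjusted p = 0.0236). Pitpnm3 and Fras1 were well above background in 1 of 4 Bz-treated mice. The adjusted p of Fras1 was above 0.05 in 9 alternatives and reached 0.121 within the slide shared by Bz and PBS arrays, where that of Clec4g was 0.0606. Under normexp, Fras1 and Pitpnm3 no longer passed the 0.5-fold limit (log2 fold changes of -0.56 and -0.94).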

Additional file 2: is a figure showing the top significantly regulated (*p* < 0.05) canonical pathways as assessed by IPA of Bz and Cyc regulated genes. Significantly upregulated and downregulated genes after treatment with Bz and Cyc, which are indicated in Additional file 1, were analyzed with IPA for canonical pathways.

Additional file 3: is a table presenting significantly increased or decreased genes among the proteasome ubiquitin pathway, GADD45 signaling, and DNA damage induced 14-3-3 signaling. The genes which were significantly increased with Bz treatment and belong to the gene set of the proteasome ubiquitin pathway, and the genes which were significantly increased with Cyc treatment and belong to the gene set of GADD45 signaling and DNA damage induced 14-3-3 signaling were extracted with IPA analysis.

Additional file 4: is a figure showing in-vitro induction of *HSPA1A* (HSP70) and *HSPB1* (HSP27) expression in Bz-treated lymph node cells. Lymph node cells from 10-week-old and 14-week-old MRL/lpr mice (*n* = 3 each) were treated with Bz (100 μM) and staurosporine (Sta, 100 μM). After 6 hours of treatment, cDNA was synthesized and gene expression of *HSPA1A*, *HSPB1*, and *GAPDH* was measured using quantitative PCR. Ratio values of copy numbers of *HSPA1A* and *HSPB1* to *GAPDH* genes expressed as mean number ± SEM. Statistical analysis performed using one-way ANOVA analyses with Turkey post-hoc test.

Additional file 5: is a figure showing the effect of Bz treatment on serum uric acid, calcium, and phosphate. Mice aged 14 weeks were injected with vehicle or Bz, twice on both day 1 and day 4 (*14wk* and *14wkBz*, respectively). After the second Bz injection, the mice were sacrificed, and blood specimens were analyzed for uric acid, calcium, and phosphate levels. Values expressed as median with quartile range.

Additional file 6: is a figure showing the effects of coadministration of dexamathasone (*Dex*) on the lethal and toxic effects of Bz. Fourteen-week-old MRL/lpr mice were subcutaneously injected with Bz (750 μg/kg, twice a week) with (*blue*, *Bz + Dex*) or without (*red*, *Bz*) injection of Dex (10 μg/body). Coadministration of Dex did not prevent the lethal toxic effects of Bz.

## Abbreviations

ALT: Alanine aminotransferase
anti-dsDNA: Anti-double-stranded DNA
AST: Aspartate aminotransferase
BSA: Bovine serum albumin
Bz: Bortezomib
Cr: Creatinine
Cyc: Cyclophosphamide
DAMP: Damage associated molecular protein
Dex: Dexamethasone
ER: Endoplasmic reticulum
GADD45: Growth arrest and DNA damage inducible 45
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
HSP: Heat shock protein
IFN-γ: Interferon gamma
IgG: Immunoglobulin G
IgM: Immunoglobulin M
IL-6: Interleukin-6
PBS: Phosphate buffered saline
RBC: Red blood cell
SCID: Severe combined immunodeficiency disease
SLE: Systemic lupus erythematosus
Sta: Staurosporine
TNF-α: Tumor necrosis factor alpha
WBC: White blood cell

How the deposited data were processed for this re-analysis (not part of the article)

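RNA from whole spleens of 14-week-old MRL/lpr mice was measured 6 h after injection of Bz at 750 μg/kg (n = 4 mice), Cyc at 1 mg for each mouse (n = 3) or PBS (n = 4), with 1 one-color SurePrint G3 mouse array for each mouse. The authors scanned the arrays and read them with Agilent Feature Extraction (version 11.5.1.1, and 10.10.1.1 for PBS replicate 4). The authors' files give, in linear units of intensity, a signal for each spot that was background subtracted and detrended within the array and not normalized between arrays. They also give the raw foreground and background medians and the software's marks for spots that are well above background, saturated or outliers. The deposited series table holds log2 values, which follow the log2 signal shifted to each array's 75th percentile and centered on each probe's median over the 11 arrays, with slopes between 0.9986 and 1.0009. The paper's text names Gene Spring and the limits of 2-fold and 0.5-fold, and it does not name a normalization, a filter or a correction for multiple testing for the arrays.

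The signals were put on a log2 scale and each array's 75th percentile over its 59305 non-control spots was subtracted. Spots marked as outliers were set missing, and spots of a probe were averaged, which gave 55681 probes. Gene symbols came from the RefSeq annotation of the mouse genome through the array's transcript identifiers, which named 28026 probes for 21154 genes. No coordinates are given, because the array's annotation and the reference use different builds. A probe was tested when it was well above background on every array of at least 1 of the 3 groups, which left 32615 probes and 14910 genes, of which 5681 had several probes. Between 56.5% and 64.3% of spots were well above background on an array, and no spot was saturated. The correlation of log2 signals between arrays was between 0.964 and 0.995. The number of arrays limits the precision.

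All 11 arrays entered a fit in limma (3.58.1, in R 4.3.3, with data.table 1.17.8) with a mean for each group, and empirical Bayes statistics were computed for Bz against PBS, Cyc against PBS and Bz against Cyc. P values were adjusted by the Benjamini-Hochberg method over all tested probes. A gene was represented by its brightest probe, and it was called at an adjusted p below 0.05 with a fold change above 2 or below 0.5. Where a group was not well above background on any of its arrays, the fold change is given as a bound against the lowest signal well above background, and where neither group was, none is given. Named genes also have a two-sided exact permutation test on the groups compared, whose smallest p is 0.0286 in both designs.

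The genes named in the text are those of Table 1 and Additional file 3, IL6, and for each comparison the 5 largest rises and the 5 largest falls among called genes whose treated mice all lay on one side of the control mice. A gene that these rules name is not reported here. Genes of a list are given as counts and medians with the 3 that changed most. Other genes are named where a count was 5 or fewer, and the text says that they were chosen after their values were seen. These rules, the tests, 19 gene lists and the alternatives were set before the data were examined, except those described as chosen after seeing the data.

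The lists hold proteasome subunits, heat shock proteins, GADD45 and 14-3-3 signaling, p53 target genes, mitotic cell cycle, integrated stress response, ER chaperones of the unfolded protein response, NRF2 target genes, inflammatory cytokines and chemokines, interferon-stimulated genes, housekeeping genes, and markers of endothelial cells, fibroblasts and stroma, smooth muscle and pericytes, plasma cells, B cells, T cells, myeloid cells and erythroid cells. Of their 394 members, 366 were tested. Each list was tested with camera (limma, preset correlation of 0.01) on 1 probe for each gene, two-sided, with adjustment over the 19 lists, and again with fry and with a correlation estimated from the data. A list of 26 pancreatic acinar markers was written after the data were seen.

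The alternatives were quantile normalization, the median in place of the 75th percentile, normexp background correction with an offset of 50 on the raw medians, no filter or a filter on all arrays, a floor at the lowest signal above background, a fit of only the groups compared, an intensity trend, array weights, unadjusted p, no fold threshold, the replicate number, the title number and the slide as blocks, the deposited log2 values, the mean of a gene's probes, its other probes, and leaving out each array in turn. The slide as a random block, the slide that holds both Bz and PBS arrays taken alone, the gene lists under these slide settings, and the erythroid markers as a covariate were added after seeing the data.

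The procedure was tested on simulated data with 200 changed probes in each comparison. At simulated log2 changes of 1.5, 2 and 3, it recovered 82%, 84% and 95.5% of them in Bz against PBS, with 4, 6 and 1 false calls, and 80%, 84.5% and 95.5% in Cyc against PBS, with 0, 2 and 4 false calls. On simulated unchanged arrays it called none, but these had independent noise for each probe and no erythroid variation between mice, so they do not limit false calls from it. With simulated variation along the erythroid markers, 106 of 200 changed probes were recovered, and 183 with the markers as a covariate. With a simulated difference between slides, 10129 probes were called in Cyc against PBS, and none with the slide as a block. Figures were drawn with Python 3.11.15, matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. IPA, the in-vitro experiments, and the survival, serum and cell measurements were not analysed here.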

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

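The tests on slides, on the share of cells and on arrays lying apart in this part were chosen after the results were seen. The tests over other groupings of the mice were also written down after their counts were seen, except with erythroid markers as a covariate. The tests with that covariate were written before their results, and the covariate itself was chosen after seeing the data.

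Array measures and named genes were searched for a mouse far from the others of its group, by the gap to the nearest mouse divided by the group's range. Of 14 array measures and 60 gene values searched, 4 passed the limit, and chance passes about 1 in 20. The SD of the negative control spots in PBS replicate 1 was 3.10, against 2.46 to 2.55 in the other control arrays (ratio 0.8505). The log2 signal of Ccser1 in PBS replicate 3 was -2.21, against -2.63 to -2.56 (ratio 0.8315). The log2 signal of Psmc6 in Bz replicate 1 was 3.03, against 3.35 to 3.37 (ratio 0.9412), and that of Hspb2 was -3.01, against -3.49 to -3.43 (ratio 0.8791). Without Bz replicate 1, Psmc6 and Hspb2 kept their direction and their calls. No explanation was tested for the control spots of PBS replicate 1 or for Ccser1 in PBS replicate 3, and no biological explanation was tested for any of the 4.

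Over 32597 probes, the same search found 6.28% with a mouse lying apart in the Bz group and 5.33% in the PBS group, close to what chance gives. Bz replicate 1 accounted for 1159 of 2048 in its group. It was high in 854 probes, and 87.4% of these were also higher in Cyc than in PBS, against 29.4%, 44.6% and 40.2% for the probes in which Bz replicates 2, 3 and 4 were high. Bz replicate 1 shares its slide with the Cyc arrays, so a difference between slides is consistent with this pattern. A response of that mouse alone was not tested. PBS replicate 4 accounted for 911 of 1738 probes in its group. No other array is on its slide or was read by its scanner, so a technical difference and a difference between mice cannot be told apart there.

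Genes outside the paper's lists also changed with Bz. Of the 271 genes called, 120 are not in Additional file 1, 43 of them higher and 77 lower. As to technical explanations for the 271 genes, a difference between slides is argued against by the slide that holds both Bz and PBS arrays, where 206 of the 271 were called the same way and all had the same direction. Different amounts of erythroid RNA as the whole cause are argued against by the fit with the erythroid markers as a covariate, which called 270 of the 271 the same way. Among the 35 groupings of these mice into 4 and 4, 2 gave as many genes, so chance cannot be excluded for the number of genes from this count alone. The count says nothing about single genes, whose adjusted p was 3.84e-05 for Hspb1 and 0.000258 for Hspa1a, for example. The other one, Bz replicates 1 and 2 with PBS replicates 2 and 4, gave 720 genes and parts mice with low and high erythroid markers (means of 3.07 and 5.17). With the covariate, the real grouping gave 359 genes and no other grouping (1 of 35) gave as many, but the covariate nearly follows the rival grouping and takes its genes away by construction, so this adds nothing about chance. An effect of Bz stays open as the biological explanation, as a hypothesis.

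The direct comparison of Bz with Cyc, which the paper's text does not report, called 384 genes. The real grouping was the only 1 of 35 to give as many, which argues against chance for the number of genes. No smaller share is possible with 35 groupings. The grouping of Bz replicate 1 with the Cyc arrays against Bz replicates 2, 3 and 4, which follows the slides, gave 363 genes, and the next gave 1. With the slide as a block, 312 genes were called, and 159 of the 384 were among them. The slides and the drugs overlap in this comparison, so the share of the 384 genes due to each was not separated.

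Marker lists of 3 cell types were lower with Bz. The 19 tested endothelial markers had a median log2 fold change of -0.37 (adjusted p = 0.000126 with camera and 0.015 with fry), with 13 of 19 lower. The 20 fibroblast and stromal markers had a median of -0.35 (0.00124 and 0.00454), with 16 of 20 lower. The 11 smooth muscle and pericyte markers had a median of -0.66 (4.75e-05 and 0.00347), with 10 of 11 lower. With the estimated correlation, none of the 3 passed (adjusted p of 0.299, 0.141 and 0.141), and within the slide shared by Bz and PBS arrays all 3 did (0.000219, 0.00138 and 0.00175). A lower share of these cells as the whole cause would lower the markers of a type alike. Of the endothelial markers, 10 of 19 lay over 2 standard errors from their median, and the brightest of them ranged from -0.99 in Ramp2 to 0.08, which argues against it. Of the fibroblast and stromal markers, 7 of 20 did, from -0.84 in Cxcl13 to 0.08 among the brightest, which argues against it also. For smooth muscle and pericyte markers, 2 of 11 did, and a lower share of cells and a change within cells cannot be told apart with so few markers. A response of these cells to Bz stays open and was not tested.

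Other lists of stress genes, which the paper's text does not give among its pathways, were higher with Bz. Additional file 2 was not used here. The integrated stress response had an adjusted p of 6.9e-13. The 20 NRF2 target genes had a median log2 fold change of 0.52 (adjusted p = 1.69e-10 with camera, 0.000954 with fry and 0.104 with the estimated correlation), with 19 of 20 higher, 7 called and 6 in the paper's lists. Srxn1 (2.47), Sqstm1 (1.74) and Osgin1 (1.49) changed most. The 26 p53 target genes had a median of 0.26 (adjusted p = 4.16e-06, 0.015 and 0.299), with 24 of 26 higher and 3 called, and Ak1 (1.12), Plk3 (1.04) and Bbc3 (1.03) changed most. Within the slide shared by Bz and PBS arrays, the 3 lists had adjusted p of 9.68e-14, 6.52e-09 and 2.62e-08, so a difference between slides is argued against for them as for the called genes (206). No other explanation was tested for these lists.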

How the results depend on the processing

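The slide as a random block, the slide shared by Bz and PBS arrays taken alone, the gene lists under slide settings and the erythroid covariate were chosen after seeing the data, and the other alternatives were set beforehand.

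The number of genes higher with Bz stayed within 1.5 times its value of 108 under each alternative that kept the fold threshold, and without that threshold it was 431. The number lower with Bz moved from 163 to 32 with normexp, to 252 at an unadjusted p and to 402 without a fold threshold. Normexp also changed the balance, since 69.2% of its calls were higher against 39.9%. It adds an offset of 50 to signals, which pulls dim probes toward a fold change of 1. The causes of the other moves were not tested, apart from the thresholds, which let more genes pass by construction. Of the 271 genes, 265 were called with the deposited log2 values, 262 under quantile normalization, 243 with the floor, 242 with the slide as a block, 206 without PBS replicate 2, 204 with the title number as a block, 196 with the filter on all arrays and 100 with normexp, the fewest.

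No gene was higher with Cyc under quantile normalization, the median, the filters, the floor, the intensity trend, no fold threshold, the slide as a random block, the blocks by replicate number, title number and slide, the deposited log2 values or the mean of a gene's probes. The number was 24 with normexp, 97 with only the groups compared, 197 with array weights, 182 at an unadjusted p and 136 with the erythroid covariate. The number lower with Cyc was 5 with only the groups compared, 17 with array weights and also at an unadjusted p, 2 with the slide as a block and 12 with the erythroid covariate. Genes in both comparisons were 3 with array weights, 9 at an unadjusted p and 3 with the erythroid covariate (Clec2m, Vgf and Pla2g4c, each in the same direction with both drugs, named after their values were seen). An unadjusted p lets more genes pass by construction. The fit of only the groups compared leaves out Bz replicate 1 among others, and leaving out that array alone gave 124 genes higher with Cyc. For normexp, array weights and the slide block, the cause was not tested. For the covariate, erythroid RNA adding spread between mice is a candidate, and a difference between slides stays open. The number called between Bz and Cyc was 384, 154 with normexp and 667 with array weights, and the cause was not tested.

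With the replicate number as a block, the number called between Bz and Cyc was 249, the numbers with Bz were 100 higher and 148 lower, and none was called with Cyc. The GADD45 and 14-3-3 signaling list under this block had an adjusted p of 0.969 with Cyc, in the opposite direction. The replicate numbers do not pair the mice, since mice of different groups with the same number had correlations of their deviations between -0.40 and 0.48, over 0.1 in 5 of 10 pairs, so the block tests nothing about the strength of an effect.

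The lists of heat shock proteins and proteasome subunits with Bz passed with fry, quantile normalization, no filter, the block and both slide settings. The slide settings give the same fold changes with Bz by construction, so they are not separate checks. With the estimated correlation neither passed, at an adjusted p of 0.104 each. The estimate takes in correlation between genes that the preset value of 0.01 does not. The GADD45 and 14-3-3 signaling list with Cyc did not pass under any alternative, and its direction changed with fry (adjusted p = 0.961) and without Cyc replicate 1, PBS replicate 2 or PBS replicate 4. Only lists were reversed past the threshold, both with Cyc under the slide block: heat shock proteins (adjusted p = 0.0128) and proteasome subunits (0.000732). For Cyc this block rests on Bz replicate 1, which is compared with the Cyc arrays in place of PBS arrays. A lower signal in that array than in the other Bz-treated mice raises the Cyc value by construction. Whether the slide or that mouse makes such a gap was not tested and cannot be told from 1 array. The correlation between the log2 fold changes of Bz and Cyc was 0.20 under quantile normalization as well.

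Leaving out each array in turn gave 123 to 247 genes lower with Bz, 0 to 124 higher with Cyc, 0 to 8 lower with Cyc, 0 to 3 in both comparisons and 198 to 611 between Bz and Cyc. Without PBS replicate 4, 247 genes were lower with Bz. Without Bz replicate 1, 124 genes were higher and 8 lower with Cyc and 611 were called between Bz and Cyc. Without PBS replicate 3, 35 genes were higher and 4 lower with Cyc (the lower ones were Cplx2, Kirrel2, Sox5 and Vash1). Without Cyc replicate 1, 3 were higher (2310081J21Rik, Nxf3 and Trex2) and 247 were called between Bz and Cyc. Without Cyc replicate 2 the latter number was 198. Without Cyc replicate 3, 1 gene was higher (Vmn1r34). These names were chosen after their values were seen. The adjusted p of the GADD45 and 14-3-3 signaling list ranged from 0.501 to 0.994. The number higher with Bz ranged from 89 to 119, and the heat shock and proteasome lists kept adjusted p of at most 3.2e-05 and 5.71e-27.

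Over the alternatives set beforehand, 43 log2 fold changes of named genes, with Il6 counted for each drug, gave 1112 values. By direction and an adjusted p of 0.05, without the fold limits, 1059 were unchanged, 10 lost the threshold, 34 gained it, and 9 changed sign without passing it. The losses are in Fras1 and Il6 with Bz, and the gains in genes with Cyc. Calls were also lost at the fold limits with Bz, under normexp for Dnah10, Hspb2, Hspa12b, Il6, Pitpnm3 and Fras1 and with the floor for Dnah10. The adjusted p of Il6 with Bz was above 0.05 with array weights (0.082) and the slide block (0.0506), within a range of 0.00377 to 0.082 over the alternatives. The adjusted p of the 19 lists in both comparisons gave 608 values, of which 513 kept direction and side of the threshold, 41 lost the threshold, 8 gained it and 46 changed direction without passing it. Between 56.5% and 64.3% of spots were well above background on an array, which limits genes near background to bounds.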

Differences from the paper's values

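The number of genes lower with Bz was 163, and the paper's is 102. Among the alternatives set before the data were examined, the difference is within 1.5 times with no filter (149), with the filter on all arrays (111), with the floor (144), with only the groups compared (128), with the replicate number as a block (148), and without Bz replicate 4 (138), Cyc replicates 1, 2 or 3 (147, 149 and 146) or PBS replicates 1, 2 or 3 (141, 123 and 143). It is not with quantile normalization, the median, normexp, the intensity trend, array weights, an unadjusted p, no fold threshold, the title number or the slide as a block, the deposited log2 values, the mean of a gene's probes, or without Bz replicates 1, 2 or 3 or PBS replicate 4. Of the settings chosen after seeing the values, the slide shared by Bz and PBS arrays gave 148, within 1.5 times, and the slide as a random block gave 208 and the erythroid covariate 234, which are not.

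The number of genes higher with Cyc was 0, and the paper's is 49. Without PBS replicate 3 the number was 35, within 1.5 times of the paper's, and no other alternative set before the data were examined is. Only 1 of these 35 genes is on the paper's list, so the counts are close but the genes are not the same. The number of genes lower with Cyc was 0, and the paper's is 3. It was 2 with the slide as a block and 4 without PBS replicate 3, and no other alternative set before the data were examined is within 1.5 times. None of these genes is among the 2 listed genes that were matched by name.

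For the genes of Table 1, the paper's fold changes with Cyc and those of the brightest probes differ in 5 genes by more than 1.5 times and by more than the SD between mice of a group. Over the paper's whole list of genes increased by Cyc, 33 were tested on their brightest probe, and 22 of these were within 0.1 (log2) of the paper's value. Ccser1 was 1.24-fold and the paper's value is 6.633, Cmtm2a 1.23-fold against the paper's 5.832, Cdk1 1.36-fold against the paper's 5.793, Ceacam20 1.25-fold against the paper's 3.619, and Epb41l4b 1.01-fold against the paper's 3.428. All other alternatives that gave a value differ from the paper's as well, apart from other probes of 2 genes. The Cdk1 probe A_55_P2016652 was 5.80-fold higher, and its probe A_55_P2016647 was 0.769-fold. The Cmtm2a probe A_55_P2056789 was at background in all control mice and at least 1.25-fold higher, which is below the paper's value and does not exclude it. Its mean log2 signals were -4.95 with Cyc and -7.49 in the control mice. The Ceacam20 probe A_55_P1952842, which gave no bound, had -5.44 with Cyc and -7.29 in the control mice, all at background. Of the 35 listed Cyc genes with a probe within 0.1 (log2) of the paper's value, 12 had that probe at background in all control mice.

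The paper states that Ccne2 increased with Cyc. Here its probe was not well above background on any array, and no fold change is given. The paper states that Cdk1 increased with Cyc. Here its brightest probe had a log2 fold change of 0.44 and an adjusted p of 0.647.

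Some settings call genes that the paper lists and that are not called here. Of the genes listed as increased by Cyc, 22 were called with only the groups compared, 22 with array weights, 22 at an unadjusted p, 22 without Bz replicate 1, 4 with normexp, 1 without Cyc replicate 1, 1 without PBS replicate 3 and 20 with the erythroid covariate, which was chosen after seeing the values. Adjusted over the list alone, 22 were called. Of the genes listed for Bz, 65 higher and 86 lower ones were called here, 67 and 91 with no filter, 67 and 87 with no fold threshold, and 66 and 84 with the mean of a gene's probes. Without Bz replicate 4, 66 and 82 were called, and without Cyc replicate 2, 65 and 87. On any probe of the gene, 71 and 89 were called.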

Other observations

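The tests on slides, on the scanner and on pancreatic tissue in this part were chosen after the results were seen. The tests over other groupings of the mice were also written down after their counts were seen, except with the erythroid covariate. The tests with the covariate were written before their results, with the covariate itself chosen after seeing the data.

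With only Cyc and PBS arrays fitted, 399 probes were higher with Cyc. In 378 of these (94.7%), Bz replicate 1, the only Bz array on the slide of the Cyc arrays, lay above the other Bz-treated mice, against 37.1% of all probes and 25% by chance. Its median excess over the other Bz-treated mice was 1.20 (log2), while the median change with Cyc was 1.35. Across all tested probes with complete values, called or not, the deviation of Bz replicate 1 correlated with the change with Cyc (r = 0.47). Probes are not independent replicates. A difference between slides is a candidate explanation for much of the change in the 399 probes. With the slide as a block, the median change was 0.1975, but the estimate rests on 1 array, so an effect of Cyc and the difference between slides cannot be told apart for these probes. The scanner and protocol of PBS replicate 4 as the cause are argued against by the fit without it, which called 183 genes higher, 89 of the 97 among them. For the 13 probes lower with Cyc, Bz replicate 1 lay below the others in 7.

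Of the 35 groupings of Cyc and PBS mice into 3 and 4, only 1, the real one, gave as many as 102 genes with only these arrays fitted. This argues against chance for the number of genes, and no smaller share is possible with 35 groupings. The real grouping also follows the slide of the Cyc arrays. At an unadjusted p with the 2-fold limits in the fit of all arrays, 4 of 35 groupings gave as many as 199 genes, so chance cannot be excluded. The largest, Cyc replicate 1 with PBS replicates 1 and 3, gave 475.

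The main variation within groups followed erythroid genes. The first principal component of the deviations from group means held 48.7% of the variance over 32597 probes, and 15 erythroid markers had a median correlation with it of 0.97 (lowest 0.82), against -0.20 for all probes. The spleens of all groups express these markers, and 1 of the list is in the paper's lists. The most abundant of them, Hba-a1, had log2 signals between 8.54 and 9.78. The grouping of Bz replicates 1 and 2 with PBS replicates 2 and 4, which gave more genes than the real one, called 0 genes with the erythroid markers as a covariate. The covariate nearly follows that grouping, so this does not decide whether different amounts of erythroid RNA are its cause. A difference between slides is argued against, since the arrays of 1 slide alone differ by a gap of 1.224 (log2) between the sides of that grouping, 3.22 to 3.73 against 4.95 to 5.39. With this covariate, 136 genes were called higher with Cyc, which is consistent with erythroid RNA adding spread that kept genes past the 2-fold limit from being called. In 124 of the 136 (91.2%), Bz replicate 1 lay above the other Bz-treated mice, so the difference between slides stays open for them. Whether the amount of erythroid RNA reflects disease, handling of the spleens or chance was not tested.

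Genes of digestive enzymes were high in some Bz-treated mice. Of 26 pancreatic acinar markers, listed after these genes were seen, 24 were detected. In 23 of the 24, Bz replicate 2 was highest and Bz replicate 1 next. The median log2 signal was -0.78, 0.33, -2.96 and -4.15 in Bz replicates 1, 2, 3 and 4, between -5.31 and -5.25 in the Cyc-treated mice and between -5.74 and -4.82 in the control mice. The most abundant, Amy2a5, had 3.72, 4.88, 0.26 and -6.66 in the Bz-treated mice and between -7.40 and -6.23 in the control mice. This common order is consistent with pancreatic tissue taken with the spleen. A difference between slides is argued against, since the mouse highest in 23 markers is on the slide that holds the control mice. Of these markers, 2 were called with Bz (Try4 and Try5, adjusted p = 0.00828 and 0.0201), and a response of spleen cells to Bz was not tested.

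Other lists gave these results with Bz. The B cell markers had a median log2 fold change of -0.43 (adjusted p = 0.0339 with camera and 0.28 with fry), with 11 of 12 lower. The inflammatory cytokines and chemokines had 0.19 (0.00316 and 0.042), with 14 of 16 higher, and Ccl2 (1.80), Il6 and Cxcl1 (1.02) changed most. The plasma cell markers had -0.11 (0.0706), with Tnfrsf17 at -1.78 (adjusted p = 0.028). The mitotic cell cycle genes had -0.17 (0.494 with camera and 0.921 with fry), and the T cell markers -0.02, myeloid markers 0.07, interferon-stimulated genes -0.01 with a mean of 0.06 and housekeeping genes -0.07 with a mean of -0.01 (each 0.874). The erythroid markers had a median of 0.02 and a mean of -0.08, with the test on the higher side (0.874). With the estimated correlation, none of these lists passed. By camera within the slide shared by Bz and PBS arrays, the mitotic cell cycle genes passed (median -0.41, adjusted p = 0.0236). They also did with the slide as a block (0.0219), which gives the same fold changes by construction. The B cell markers (0.002) and the cytokines (0.00423) passed within that slide as well, and the other lists of this paragraph did not.

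With Cyc, the plasma cell markers had a median of 0.26 (adjusted p = 0.0176) and the cytokines 0.19 (0.0462) by camera, and neither passed with fry (0.53 for both). The NRF2 targets had 0.05 (0.45), the integrated stress response -0.01 with a mean of 0.03 (0.822), the ER chaperones 0.13 (0.0999), the endothelial markers 0.00 with a mean of -0.02 (0.799), the fibroblast and stromal markers 0.10 (0.492), the smooth muscle and pericyte markers -0.06 (0.991), the B cell markers 0.06 (0.492), the T cell markers -0.22 (0.719), the myeloid markers 0.07 (0.574), the erythroid markers 0.21 (0.492), the mitotic cell cycle genes -0.06 with a mean of 0.05 (0.822), the interferon-stimulated genes -0.08 (0.492) and the housekeeping genes -0.06 (0.492). No gene of these lists was called with Cyc. Several of these results changed with the slide as a block, which rests on Bz replicate 1 for Cyc. Lists that then passed were the NRF2 targets (median 0.36, adjusted p = 9.54e-06), the integrated stress response (0.36, 1.78e-08), the ER chaperones (0.24, 0.000108), the endothelial markers (0.27, 9.86e-06), the B cell markers (0.85, 1.78e-08), the erythroid markers (1.00, 0.000832) and, on the lower side, the interferon-stimulated genes (-0.38, 0.0196). The plasma cell markers still passed (0.43, 6.45e-05), and the cytokines no longer did (0.456). In this block any gap between Bz replicate 1 and the other Bz-treated mice enters the Cyc values by construction. These results therefore do not show an effect of Cyc, and whether the slide or that mouse makes the gap was not tested.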
